# Interleukin-18 produced by bone marrow-derived stromal cells supports T-cell acute leukaemia progression

**DOI:** 10.1002/emmm.201303286

**Published:** 2014-04-28

**Authors:** Benjamin Uzan, Sandrine Poglio, Bastien Gerby, Ching-Lien Wu, Julia Gross, Florence Armstrong, Julien Calvo, Xavier Cahu, Caroline Deswarte, Florent Dumont, Diana Passaro, Corinne Besnard-Guérin, Thierry Leblanc, André Baruchel, Judith Landman-Parker, Paola Ballerini, Véronique Baud, Jacques Ghysdael, Frédéric Baleydier, Francoise Porteu, Francoise Pflumio

**Keywords:** IL-18, inflammation, stromal cells, T-ALL

## Abstract

Development of novel therapies is critical for T-cell acute leukaemia (T-ALL). Here, we investigated the effect of inhibiting the MAPK/MEK/ERK pathway on T-ALL cell growth. Unexpectedly, MEK inhibitors (MEKi) enhanced growth of 70% of human T-ALL cell samples cultured on stromal cells independently of NOTCH activation and maintained their ability to propagate *in vivo*. Similar results were obtained when T-ALL cells were cultured with *ERK1/2*-knockdown stromal cells or with conditioned medium from MEKi-treated stromal cells. Microarray analysis identified interleukin 18 (IL-18) as transcriptionally up-regulated in MEKi-treated MS5 cells. Recombinant IL-18 promoted T-ALL growth *in vitro*, whereas the loss of function of IL-18 receptor in T-ALL blast cells decreased blast proliferation *in vitro* and in NSG mice. The NFKB pathway that is downstream to IL-18R was activated by IL-18 in blast cells. IL-18 circulating levels were increased in T-ALL-xenografted mice and also in T-ALL patients in comparison with controls. This study uncovers a novel role of the pro-inflammatory cytokine IL-18 and outlines the microenvironment involvement in human T-ALL development.

## Introduction

T-cell acute lymphoblastic leukaemia (T-ALL) is an aggressive haematologic malignancy accounting for about 15% of paediatric and 25% of adult ALL (Pui *et al*, 2004). T-ALL originates from a block of differentiation and uncontrolled proliferation of developing T cells and is lethal without therapy. Current chemotherapies provide an overall survival (OS) higher than 75% in children (Pui *et al*, 2008) and of about 50% in adults at 5 years (Marks *et al*, 2009). Both paediatric and adult relapses have a very poor outcome. Therefore, the identification of molecular targets and the development of specific therapies are major goals that require a better understanding of T-ALL molecular mechanisms.

In T-ALL, many oncogenic pathways are often activated due to chromosomal abnormalities (Ferrando *et al*, 2002), and the disease can thus be classified into distinct molecular groups with specific gene expression signatures (Van Vlierberghe & Ferrando, 2012). Transcription factors, among which TAL1 (T-cell acute lymphocytic leukaemia 1; also known as SCL) and HOX11L2 (homeobox-11/L2; also known as TLX3), are frequently deregulated (Graux *et al*, 2006). Signalling pathways also are often perturbed. For instance, *PTEN* mutations are common in leukaemic blasts and may lead to the activation of the PI3K/AKT pathway (Palomero *et al*, 2007; Silva *et al*, 2008).

The mitogen-activated protein kinase (MAPK) signalling cascade, one of the pathways that mediate proliferation and differentiation of hematopoietic cells (Lee & McCubrey, 2002), is frequently deregulated in adult T-ALL. Among the MAPK pathways, the extracellular signal-regulated kinases 1 and 2 (ERK1/2), two serine/threonine protein kinases, the activation of which depends on the upstream MEK1/2 tyrosine/threonine kinases, are constitutively phosphorylated in approximately 38% of patients with T-ALL (Gregorj *et al*, 2007). Moreover, functional activation of some oncogenic proteins, such as TAL1/SCL, requires phosphorylation by MEK/ERK kinases (Cheng *et al*, 1993; Wadman *et al*, 1994; Talora *et al*, 2006). MAPK inhibitors are thus interesting molecules for T-ALL treatment.

Besides the well-accepted implication of intracellular oncogenic pathways in T-ALL development, there is increasing evidence that extracellular signals provided by the microenvironment also participate in T-ALL onset/progression (Nwabo Kamdje & Krampera, 2011). Signals initiated by growth factors, such as interleukin 7 (IL-7; Barata *et al*, 2001) or insulin growth factor 1 (IGF-1; Medyouf *et al*, 2011), or by receptor–ligand interactions, such as NOTCH-Delta-like1/4 (DL1/4; Weng *et al*, 2003; Armstrong *et al*, 2009), are crucial for T-ALL development. The identification of mutations in the genes encoding components of these signalling pathways further confirms their importance in T-ALL (Weng *et al*, 2004; Shochat *et al*, 2011; Zenatti *et al*, 2011). Biological phenomena, such as inflammation, can also participate in cancer progression, particularly in the case of haematological malignancies, such as chronic myelomonocytic leukaemia and lymphomas (Alexandrakis *et al*, 2004; Liu *et al*, 2011; Reynaud *et al*, 2011). However, it is not known whether an inflammatory environment plays a role in T-ALL development/progression.

In the present work, we investigated whether inhibition of the MEK/ERK pathway could hinder T-ALL progression. Unexpectedly, MEK inhibition (MEKi) increased T-ALL cell proliferation. We then demonstrate that this effect is due to MEKi-mediated increased secretion of the pro-inflammatory cytokine IL-18 by stromal cells. Moreover, patients with T-ALL and immunodeficient mice xenografted with human T-ALL cells have higher circulating levels of IL-18 than controls. Although still preliminary, comparison of disease-free survival in T-ALL patients stratified according to the European Group of Immunological Classification of Leukaemia (EGIL) relative to their high/low IL-18 plasmatic level suggests that IL-18 levels may be of prognosis value in T-ALL. This work demonstrates the importance of the pro-inflammatory IL-18 cytokine and the major role of the microenvironment in human T-ALL development/progression.

## Results

### MEK inhibition promotes human T-ALL cell growth *in vitro* and *in vivo*

To test the effect of MEK inhibition in T-ALL, human T-ALL cell samples were co-cultured with MS5 or MS5-DL1 stromal cells directly after isolation from patients or after injection in immunodeficient mice (see Supplementary Table S2 for a description of the 26 T-ALL samples used in this study) in the presence of a MEKi (U0126, PD98059 or PD184352). T-ALL cells were then counted by FACS analysis (CD45^+^CD7^+^ cells) or trypan blue staining at different time points. Overall 20/26 (77%) T-ALL cell samples could be cultured *in vitro* and 69% (11/16) of them proliferated better when grown on MS5-DL1 than on MS5 cells (Table 1). Surprisingly, cell growth was increased in 14/20 (70%) of MEKi-treated T-ALL samples compared to untreated co-cultures (Table 1 and Fig 1). Similar results were obtained with the three MEKi PD184352, PD98059 and U0126 (Supplementary Fig S1 and not shown) and with two other cell feeders (mouse stromal OP9 cells and human mesenchymal stem cells; Supplementary Fig S2). As MEKi effect on proliferation was milder in T-ALL cells cultured on MS5-DL1 than on MS5 cells (Fig 1 and Table 1), we asked whether NOTCH was implicated in MEKi effect. MEKi did not significantly modify the expression of the NOTCH target genes *DELTEX*, *HES1* and *PTalpha* during culture (Fig 1B and not shown), indicating that NOTCH is not involved in MEKi effect. In addition, MEKi-mediated increase in T-ALL cell proliferation did not correlate with specific *NOTCH1* mutations or oncogene activation (Supplementary Table S2).

**Table 1:** Growth response of T-cell acute lymphoblastic leukaemia (T-ALL) cells to MEK inhibition

	Co-culture with			
		
	MS5 cells		MS5-DL1 cells	
		
T-ALL samples	Diluent	MEKi	Diluent	MEKi
M18	0	+++	+	++

M18 x	++	++++	+++	++++

M22	0	++	0	++

M30	+	++	++	+++

M34	0	+	+++	+++

M40	0	+	+	++

M69 x	++	+++	+++	+++

M78 x	++	+++	+++	+++

M86	0	+	0	+

M97	+	++	+++	++++

M105	+++++	+++++	+++++	+++++

M105 x	++++	++++	+++	nd

M106 x	+++	++++	++++	++++

M108	++++	+++++	nd	nd

M109	0	0	+	++

M110	0	+	nd	nd

M112 x	+	+	nd	nd

M114	+++	++	+++	nd

M118	0	+	+++	nd

M120	+	++	nd	nd

M121	0	0	+	+

M129 x	+++	+++	+++	nd

Human T-ALL cells isolated from newly diagnosed patients or from xenografted mice (x) were seeded (2 × 10^5^/well in 24-well plates) on MS5 or MS5-DL1 stromal cells and cultured in the presence of MEKi (1 μM PD184352) or diluent alone (DMSO, negative control) for 28 days. CD45+CD7+ leukaemic cells were counted at day 28 and (+), (++), (+++), (++++), (+++++) indicate, respectively, a < 10-fold, between 10- and 50-fold, 50- and 250-fold, 250- and 1,000-fold and higher than 1,000-fold number increase compared to the original number of seeded cells. 0, no cells were recovered after culture; nd, not done.

**Figure 1:**
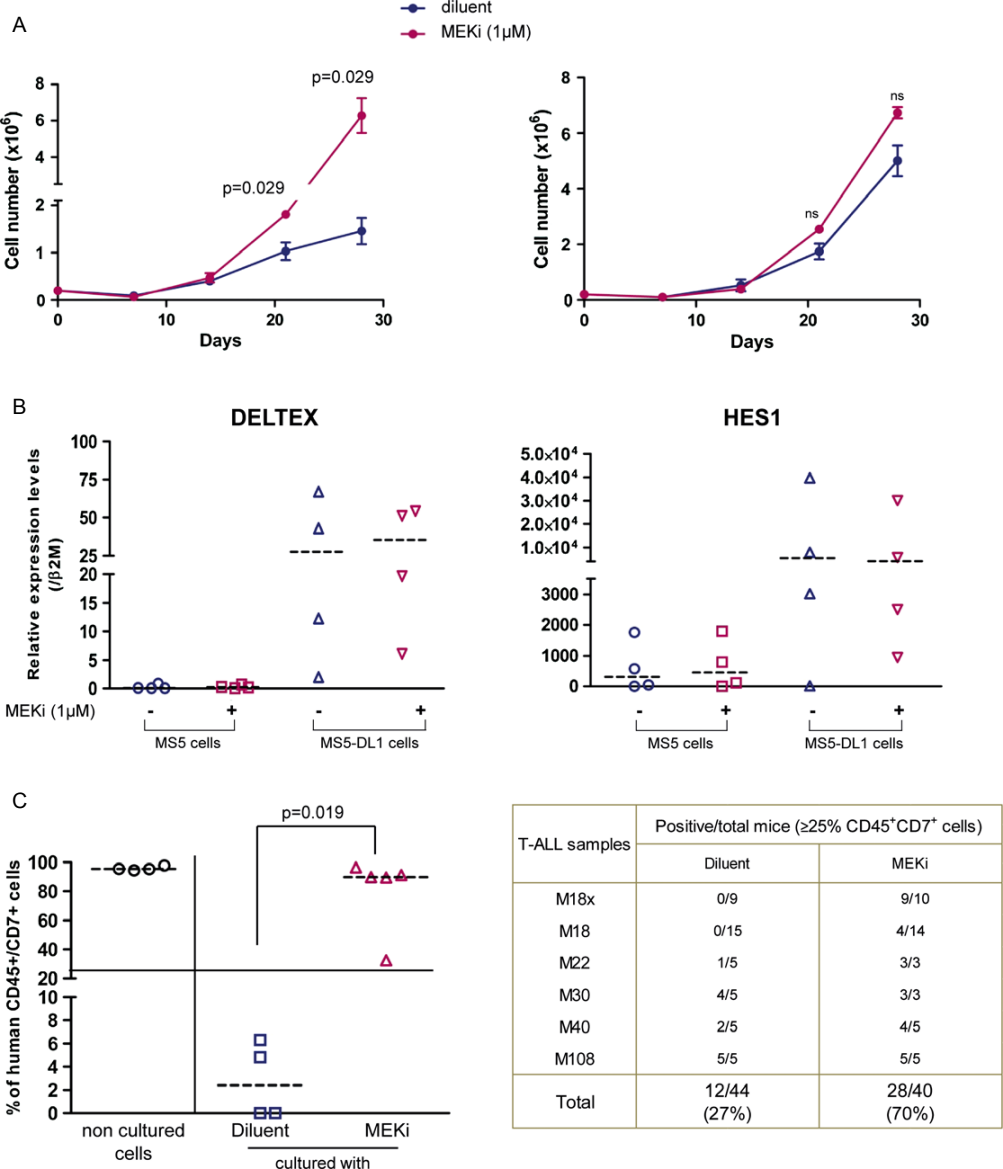
MEK inhibition stimulates the proliferation of T-ALL cells co-cultured with MS5 stromal cells and maintains T-LIC activity T-ALL cells were cultured on MS5 (left panel) or MS5-DL1 (right panel) stromal cells in the presence (MEKi) or not (DMSO alone) of 1 μM PD184352 (MEK inhibitor) for 28 days. Cells were counted by harvesting individual wells from 24-well/plates each week and using trypan blue or FACS. Shown are the cumulative data (mean ± s.d. of triplicates) for the M69 T-ALL sample as representative of the 14 MEKi-responsive T-ALL samples.*HES1* and *DELTEX* expression levels in four individual T-ALL samples after 28 days of culture with MS5 or MS5-DL1 cells in the presence or absence of PD98059 (MEKi).Engraftment level in bone marrow of T-ALL cells that were cultured with or without MEKi (PD98059: M18, M22, M40; PD184352: M18, M108; U0126: M18, M30) for 1–2 weeks before injection. Left panel shows a representative experiment in which M18x T-ALL cells were injected in NSG mice directly or after 2 weeks of co-culture with MS5 cells in the presence or not of PD98059. The right panel provides a summary of the engraftment level of all tested T-ALL samples. Transplantations of M18, M22 and M30 T-ALL treated with PD98059 and U0126 were done in NS mice (Mann–Whitney non-parametric test).

Then, MEKi-treated or untreated T-ALL cells (*n* = 6 different samples) were injected in immunodeficient NSG mice and leukaemia development was monitored after 6–8 weeks. Four of the six MEKi-treated T-ALL samples showed a more aggressive behaviour than untreated cells. Overall, significant bone marrow invasion by leukaemic blasts (≥ 25% CD45^+^CD7^+^ cells) was observed in 70% (28/40) of mice transplanted with MEKi-treated T-ALL cells compared to 27% (12/44) of animals injected with untreated cells (Fig 1C).

### Treatment of stromal cells with MEK inhibitors increases T-ALL cell growth and enhances IL-18 production

As ERK1/2 phosphorylation was decreased in T-ALL blasts but also in MS5 cells following incubation with the MEKi PD184352 (Fig 2), we investigated whether MEKi effect on T-ALL proliferation was mediated through MS5 cells. To test this hypothesis, conditioned medium (CM), which was harvested every other day from MS5 cultures grown in the presence of MEKi, was added to untreated co-cultures of T-ALL and MS5 cells. Three independent experiments showed that the addition of CM from MEKi-treated MS5 cells was sufficient to increase T-ALL cell proliferation (Fig 2B and data not shown). Similarly, co-culture of T-ALL samples with MS5 cells in which *ERK1* and/or *ERK2* were silenced (shERK1/2 MS5 cells) resulted in a significant increase in blast cell proliferation compared to control co-cultures (shCTL MS5; Fig 2C and Supplementary Fig S3). This effect was particularly strong upon *ERK2* silencing. However, it should be noted that shERK1/2 MS5 cells were less viable (not shown), thus explaining their relative lower support of T-ALL growth compared to shERK2 MS5. Altogether, these results show that inhibition of the MEK/ERK MAPK pathway induces the secretion by MS5 feeder cells of factors that promote T-ALL proliferation.

**Figure 2:**
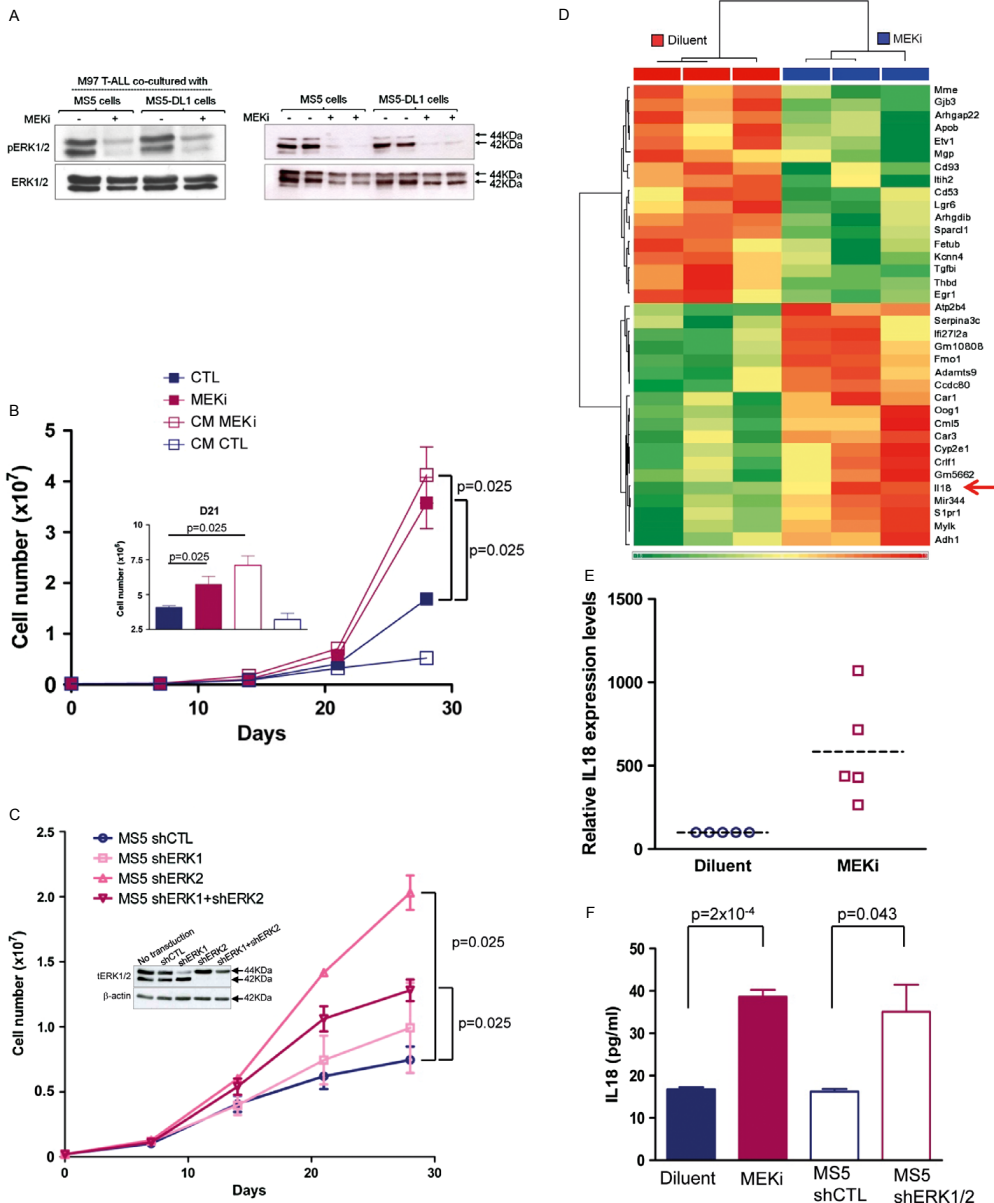
MEKi induces IL-18 production by MS5 stromal cells Western blot analysis of protein lysates from M97 T-cell acute lymphoblastic leukaemia (T-ALL) cells co-cultured with MS5 or MS5-DL1 (left panel) and from MS5 or MS5-DL1 cells (right panel) incubated (+) or not (−) with the MEKi PD184352 for 1 h before harvesting.Assessment of M18 T-ALL cell proliferation when cultured in the presence of conditioned medium (CM) from control (DMSO) (CM CTL) or MEKi-treated (1 μM PD184352, CM MEKi) MS5 cells. Data are representative of three experiments performed in triplicate. Inset shows the details of day 21 (mean ± s.d.; Mann–Whitney non-parametric test).Proliferation of M69 T-ALL cells co-cultured with shERK1- and/or shERK2-transduced MS5 cells (inset shows the reduction of ERK1/2 protein expression following transduction with the different short hairpin RNAs). Data are representative of three experiments performed in triplicate (mean ± s.d.; Mann–Whitney non-parametric test). tERK1/2, total ERK1/2 proteins.Microarray analysis (Affymetrix arrays) of MS5 cells cultured in the presence of 1 μM PD184352 (MEKi) or diluent for 7 days. Heatmap shows the transcripts, the expression of which was most significantly different in the two conditions (arrow indicates IL-18).*IL-18* mRNA expression in MS5 cells grown in the presence of 1 μM PD184352 or not (diluent) for 1 week (mean ± s.d. of five independent experiments).IL-18 protein expression in the supernatants of MS5 cells treated with 1 μM PD184352 or diluent for 1 week and in the supernatants of MS5 cells 1 week after transduction with shERK1+2 or shCTL (mean ± s.d. of triplicates; Mann–Whitney non-parametric test). Source data are available for this figure.

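Of the 36 gene names legible in Fig 2D, 29 were analysed here, 16 from the group drawn as lower with MEKi and 13 from the group drawn as higher. All 29 had the direction of the figure, in each of the 3 experiments. Since the figure's genes were chosen on these arrays, the tally is not independent evidence of their direction. At an adjusted p under 0.05 from limma, 15 passed. Those lower were Fetub (−0.96), a fetuin, Apob (−0.94), an apolipoprotein, Thbd (−0.88), the thrombin receptor thrombomodulin, Sparcl1 (−0.74), a matrix protein, Kcnn4 (−0.73), a calcium-activated potassium channel, and Mme. The 9 higher genes included Nat8f5 (0.72), drawn under its older name Cml5, and S1pr1 (0.60), a receptor for sphingosine 1-phosphate. The other 14 had adjusted p-values up to 0.195, among them Etv1, an ETS transcription factor (log2 fold change −0.61, adjusted p = 0.0584), Mgp, an inhibitor of calcification (−1.01, 0.084), Egr1, an early growth response factor (−0.65, 0.0906), Ccdc80, a matrix protein (0.79, 0.0783), and Adh1, an alcohol dehydrogenase (0.90, 0.14). In each experiment, 11 of the 29 changed at least 1.5-fold. None of the 29 passed in limma without the replicate block, with a random block, after centring each array on its median or without experiment 2, and 6 passed after a further quantile normalization and 5 without experiment 1. Oog1 and Mir344 shared their probe sets with other genes and were left out.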

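MS5 cells, a mouse bone marrow stromal cell line, were cultured for 7 days with 1 μM of the MEK inhibitor PD184352 (MEKi) or with its diluent. Total RNA of each culture was labelled and hybridized to an Affymetrix whole-transcript mouse array, on which sets of short probes measure each transcript. Each of 3 independent experiments gave 1 diluent and 1 MEKi culture, so that there were 3 arrays per condition and 6 in all. The authors normalized the raw intensities with the robust multichip algorithm (RMA), and the deposited values are the resulting log2 intensities of 28853 probe sets per array. Values ran from 2.25 to 14.07, and the median of an array lay between 6.29 and 6.38. No filter and no further normalization was applied to these values. MEKi was compared with diluent with limma (a linear model with moderated variances), with the experiment as a block, and p-values were adjusted by Benjamini-Hochberg over all probe sets. The block leaves 2 residual degrees of freedom per probe set, to which limma added 5.17 from the spread over all probe sets. A gene with several probe sets was represented by the one with the highest mean over the 6 arrays, and probe sets naming several genes or none were counted but not named. The number of arrays limits the precision of every value.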

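In MS5 cells grown with MEKi, 16 named genes rose and 11 fell at an adjusted p under 0.05 from limma, all in the same direction in each of the 3 experiments. The fallen genes included Ccnd1, which encodes cyclin D1, the cyclin that carries cells through G1, and Fosl1, which encodes the AP-1 transcription factor FRA1. Ccnd1 was at 0.40 of its diluent level, a log2 fold change of −1.32 (standard error 0.097, n = 3 experiments, adjusted p = 0.03 from limma). Fosl1 had a log2 fold change of −0.81 (standard error 0.081). The largest rise was that of Cyp2e1, a cytochrome P450, at 3.55 times its diluent level and a log2 fold change of 1.83 (standard error 0.159, adjusted p = 0.03 from limma), followed by Fmo1, a flavin-containing monooxygenase, at 1.45 (standard error 0.121). Of the other genes, Fbln5 (1.13), which encodes an elastic fibre protein, Itga1 (0.82), an integrin chain that binds collagen, Vnn3 (0.70), Vdr (0.65), the vitamin D receptor, Ehd3 (0.65), Thbs1 (0.64), which encodes thrombospondin 1, and Pik3r3 (0.63), a regulatory subunit of PI3 kinase, rose on the log2 scale. Akr1c18 (−1.20), an aldo-keto reductase, Tpsab1 (−1.10), a tryptase, and Ak4 (−0.81), an adenylate kinase, fell. A second probe set of Ak4 had a log2 fold change of −0.22 (adjusted p = 0.493 from limma).

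**Figure D1:**
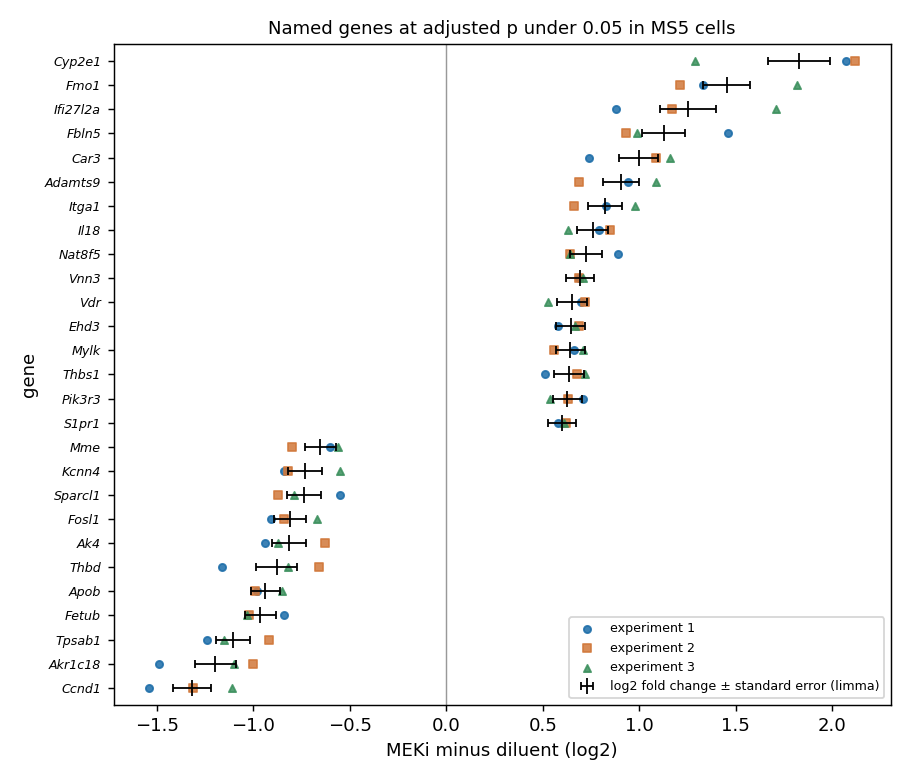
MEKi minus diluent on the log2 scale (x axis) for the 27 named genes at an adjusted p under 0.05 from limma (y axis); coloured points are the 3 experiments, and the black bar is the log2 fold change ± standard error. All 3 points of each gene lie on the same side of 0, for 16 genes above and 11 below.

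Over all probe sets, 46 passed, 30 higher and 16 lower, the smallest adjusted p being 0.03. Their smallest change was 0.60 on the log2 scale. None passed in limma without the replicate block (907 probe sets at an unadjusted p under 0.05), with the experiment as a random block (2321), without experiment 2 (3063) or after each array was centred on its median (2780, smallest adjusted p = 0.0508), although all 46 kept their direction in these fits. After a further quantile normalization 15 passed, 4 higher and 11 lower, and 14 without experiment 1.
Genes were also read by 29 lists fixed before the data were examined. Of 30 genes known as transcriptional outputs of the ERK pathway, which MEK activates, 2 fell (Ccnd1 and Fosl1), none rose and 28 did not pass (15 lower and 0 higher when adjusted over the list alone). Hmga2, a chromatin protein, had a log2 fold change of −0.85 (adjusted p = 0.0861 from limma) and Ier3 one of −0.83 (0.243). The median of the list was −0.29, and 18 members were lower and 2 higher in all 3 experiments. With camera, which compares a list with the other named genes at a preset correlation of 0.01, the list was lower (adjusted p = 5.46e-25). With a correlation estimated from the arrays it did not pass (adjusted p = 0.89). That version of camera rests on the 2 residual degrees of freedom of the fit with the block, so a list could hardly pass. No conclusion is drawn from it for any list. The count over the list alone was 0 without the block and 9 without experiment 1.

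**Figure D2:**
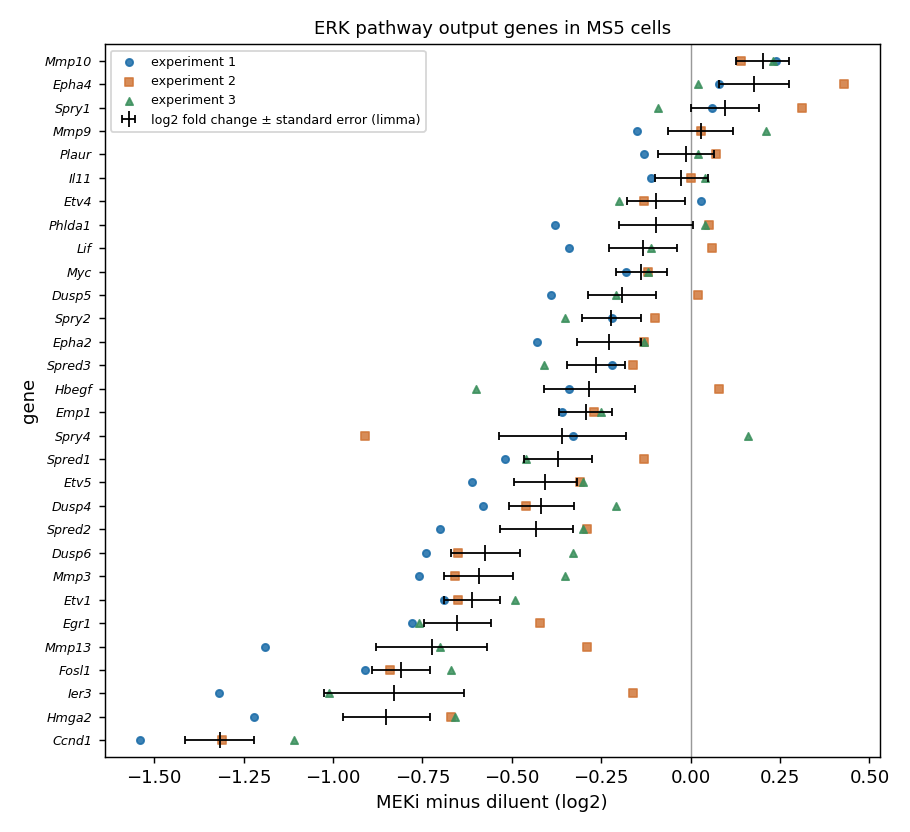
MEKi minus diluent on the log2 scale (x axis) for the 30 ERK pathway output genes measured (y axis); coloured points are the 3 experiments, and the black bar is the log2 fold change ± standard error from limma. Ccnd1 lies lowest at −1.32.

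Of 29 immediate early genes, none passed. Adjusted over the list alone, 1 was higher and 5 lower (median −0.10, camera, lower, adjusted p = 7.44e-06). Without experiment 1 the count over the list was 1 lower and the median −0.026. Without experiment 2 the count was 1 higher and 10 lower, and the median −0.15. The medians of this list were −0.18, 0.10 and −0.12 in experiments 1, 2 and 3. Of 13 glycolysis genes, none passed, 6 were lower when adjusted over the list alone and 9 were lower in all 3 experiments (median −0.24; camera, lower, adjusted p = 8.81e-11); the count over the list was 1 without experiment 1 and 0 without the block or with a random block. Hk2, a hexokinase, had a log2 fold change of −0.98 (adjusted p = 0.243 from limma; −0.57 without experiment 1) and Slc2a1, a glucose transporter, of −0.83 (adjusted p = 0.356; −0.39 without experiment 1). Of 34 interferon-stimulated genes, Ifi27l2a rose by 1.25 on the log2 scale, while Ifit1 had a value of −0.88 with a standard error of 0.41, its differences being −0.54, 0.25 and −2.35 in experiments 1, 2 and 3 (1 higher and 1 lower when adjusted over the list alone; median −0.080; camera, lower, adjusted p = 3.72e-06). Among 17 genes of the unfolded protein and amino acid stress responses none passed, over the list alone or over all (median −0.067; camera, lower, adjusted p = 0.00534). Of 18 contractile smooth muscle genes, Mylk, the myosin light chain kinase, rose by 0.64 and 17 did not pass (3 higher when adjusted over the list alone; median 0.12; camera, higher, adjusted p = 0.00331). For each of these lists the adjusted p was 0.89 with an estimated correlation. Over the list alone, 5 contractile smooth muscle genes were higher without experiment 1, at a median of 0.19. There were 2 higher and 1 lower without experiment 2, and 2 and 0 without experiment 3. Without the replicate block or with a random block, 1 of them was higher. Over the list alone, 3 stress genes were lower without experiment 2 (median −0.11). None were without experiment 3, where the median was −0.025. By camera at the preset correlation the stress genes did not pass without the replicate block (adjusted p = 0.174) or with a random block (0.124). Nor did the interferon-stimulated genes pass without experiment 3 (adjusted p = 0.087), where their median was 0.004. Without experiment 2 the median of the interferon-stimulated genes was −0.21, with 12 members lower over the list alone.
Of 44 extracellular matrix genes, Fbln5 and Thbs1 rose and Sparcl1 fell (8 higher and 4 lower when adjusted over the list alone; camera, adjusted p = 0.778). Over this list 8 were higher and 3 lower without experiment 1, and 5 and 4 without experiment 2 or 3. The count was 1 higher and 2 lower without the replicate block, and 3 and 3 with a random block. Of 25 matrix-remodelling proteases and inhibitors, Adamts9, which cleaves proteoglycans, rose by 0.91 (4 of its 6 probe sets passed) and Mme, the membrane protease neprilysin, fell by 0.65 (3 higher and 3 lower when adjusted over the list alone; camera, adjusted p = 0.576). Cyp2e1 and Fmo1 were the risen genes among 29 of xenobiotic and retinoid metabolism (camera, adjusted p = 0.366). Adjusted over the list alone, 5 were higher and 1 lower. These counts were 6 and 1 without experiment 1, and 3 and 1 without experiment 2 or 3. They were also 3 and 1 without the replicate block or with a random block. Of 28 adipocyte genes, Car3, a carbonic anhydrase, rose by 1.00 (1 higher when adjusted over the list alone; median 0.19; camera, adjusted p = 0.0919). The medians of that list were 0.070, −0.021 and 0.56 in experiments 1, 2 and 3, and −0.002 without experiment 3. Camera at the preset correlation placed it higher without experiment 1 (adjusted p = 0.0182) or 2 (3.82e-05). It did so too with array weights (0.00533) and with an intensity trend and robust prior (0.0386). With a correlation estimated from all 6 arrays, the adjusted p of the adipocyte genes was 0.9. Over the list alone, 12 were higher and 2 lower without experiment 2, 10 and 1 with array weights, and 5 and 1 with the trend. Without experiment 1 or 3 the count stayed at 1 higher and 0 lower. None of 45 cell cycle genes passed, over the list alone or over all (median 0.080; camera, adjusted p = 0.386). With an estimated correlation the adjusted p of the cell cycle genes was 0.9. Camera at the preset correlation placed this list higher with array weights (adjusted p = 0.0239) and without experiment 2 (1.02e-05). It placed the list lower, without passing, without experiment 1 (0.391) or 3 (0.5), without the replicate block (0.792) and with a random block (0.879).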

To identify these factors, we performed gene expression profiling of MS5 cells treated or not with MEKi for 7 days (three independent experiments) and identified 110 genes, the expression of which was modified upon incubation with MEKi (Supplementary Fig S4 and Fig 2D). Among the up-regulated genes that encode secreted factors, we selected the pro-inflammatory cytokine IL-18 as it participates in tumour growth and metastasis formation (Kim *et al*, 2006, 2007; Amin *et al*, 2007). 

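Il18 mRNA was 1.69 times as high with MEKi as with diluent (95% confidence interval 1.49 to 1.93, n = 3 experiments), and it was higher in all 3 experiments. Its mean was 6.54 ± 0.15 (SD, n = 3) with diluent and 7.30 ± 0.26 (SD, n = 3) with MEKi on the log2 scale. The differences were 0.79, 0.85 and 0.63 in experiments 1, 2 and 3, a log2 fold change of 0.76 (standard error 0.080, adjusted p = 0.0346 from limma). Of 151 cytokines, growth factors and other secreted signals, Il18 rose, none fell and 150 did not pass (5 higher and 7 lower when adjusted over the list alone; 4 and 2 without experiment 1, 3 and 12 without experiment 2, 2 and 1 with a random block, 0 and 0 without the block). Rspo2, which enhances WNT signalling, had a log2 fold change of 0.64 (standard error 0.114, adjusted p = 0.161 from limma). The chemokines Ccl9 and Ccl2, with values of −0.57 and −0.53, did not pass either. The list as a whole was not set apart from the other named genes (median 0.015, mean 0.011). Camera placed it lower without passing (adjusted p = 0.133, and 0.9 with an estimated correlation). Among brighter probe sets only, 70 members remained, with a median of 0.001. Of these, 9 were higher and 9 lower over the list, and camera placed them lower (adjusted p = 0.0304).

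**Figure D3:**
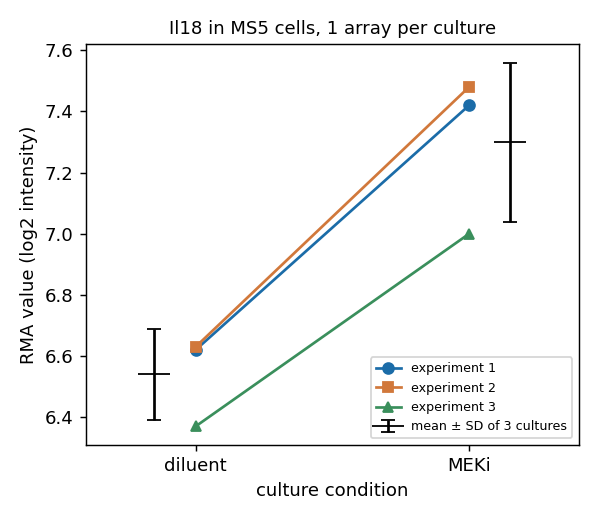
RMA values of Il18 on the log2 scale (y axis) in diluent and MEKi cultures (x axis), 1 array per culture; lines join the cultures of an experiment, and the bars are the mean ± SD of 3 cultures. Each MEKi culture lies above the diluent culture of its experiment, by 0.63 to 0.85.

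Of 33 inflammatory cytokines and chemokines, Il18 rose and 32 did not pass (3 higher and 6 lower when adjusted over the list alone). Over the list, 1 was higher and 3 lower without experiment 1, 1 and 4 without experiment 2, and 2 and 4 without experiment 3. Without the replicate block or with a random block, 1 was higher and 0 lower. The median of this list was 0.003 and its mean −0.091, and camera placed it lower (adjusted p = 0.00443). The adjusted p from camera was 0.89 with an estimated correlation, 0.174 without the replicate block and 0.124 with a random block. Among brighter probe sets only, 10 members remained, with a median of −0.52 and a mean of −0.40. Of these, 1 was higher and 6 lower over the list, and camera placed them lower (adjusted p = 1.93e-08). Lcn2, an iron-binding protein of innate defence, had a log2 fold change of −1.37 (standard error 0.282, adjusted p = 0.186 from limma), with differences of −2.34, −1.19 and −0.58 in experiments 1, 2 and 3 and −0.88 without experiment 1. None of 21 NF-κB target genes passed (0 higher and 4 lower when adjusted over the list alone; median −0.023; camera, lower, adjusted p = 0.000401; adjusted p = 0.89 with an estimated correlation), Vcam1, an adhesion molecule, having a value of −0.57. Over this list 2 were lower without experiment 1 or 3, and 1 without the replicate block. Without experiment 2, 1 was higher and 7 lower. The median was 0.006 without experiment 1 and −0.10 without experiment 2. Among 17 genes of IL-18 and the inflammasome only Il18 passed, over the list alone as over all (camera, adjusted p = 0.205); Casp1, whose product cleaves the IL-18 precursor, had a log2 fold change of 0.18. None of 27 niche factors that support haematopoiesis passed (1 higher and 2 lower when adjusted over the list alone; camera, adjusted p = 0.778), with Igf1, a growth factor, at 0.53. None of 20 macrophage and leukocyte markers passed (1 higher and 3 lower when adjusted over the list alone; median 0.040, mean −0.050; camera, placed lower, adjusted p = 0.205); among brighter probe sets only, the 5 that remained had a median of −0.60 and were lower by camera (adjusted p = 0.0236).
Il18 kept its direction but not its call without the replicate block (adjusted p = 1 from limma), with a random block (0.276), after a further quantile normalization (0.0581), after centring each array on its median (0.0523), and without experiment 1 (0.106) or experiment 2 (0.14). The call held among brighter probe sets (adjusted p = 0.0387 from limma), with probe sets naming 1 gene (0.013) and with array weights (0.0285). It also held with an intensity trend and robust prior (0.00804), without experiment 3 (0.0295) and with the mean of a gene's probe sets (0.0112). The paper took Il18 forward from the genes that rose and encode secreted factors, giving as its reason the part of this cytokine in tumour growth and metastasis.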

In accordance with the microarray results, a mean 5.8-fold increase (range: 2.65–10.7) of IL-18 gene expression was observed in MS5 cells upon MEKi treatment (Fig 2E). Similarly, IL-18 protein concentration was 2.3- and 2.1-fold higher in CM from PD184352-treated MS5 and from shERK1/2 MS5 cells, respectively, than in CM from control MS5 cells (Fig 2F).

### Stromal cell-secreted IL-18 contributes to human T-ALL growth *in vitro*

To determine whether MS5-secreted IL-18 could affect T-ALL cell proliferation, the expression of the α and β chains of the IL-18 heterodimer receptor (IL-18Rα and IL-18Rβ) was quantified in T-ALL samples and compared with that of normal umbilical cord blood (UCB) CD7+ T cells (Fig 3A and not shown). The expression differences probably reflect differences in maturation stages of the two cell types as IL-18 promotes mature T-helper cell generation (Nakanishi *et al*, 2001).

**Figure 3:**
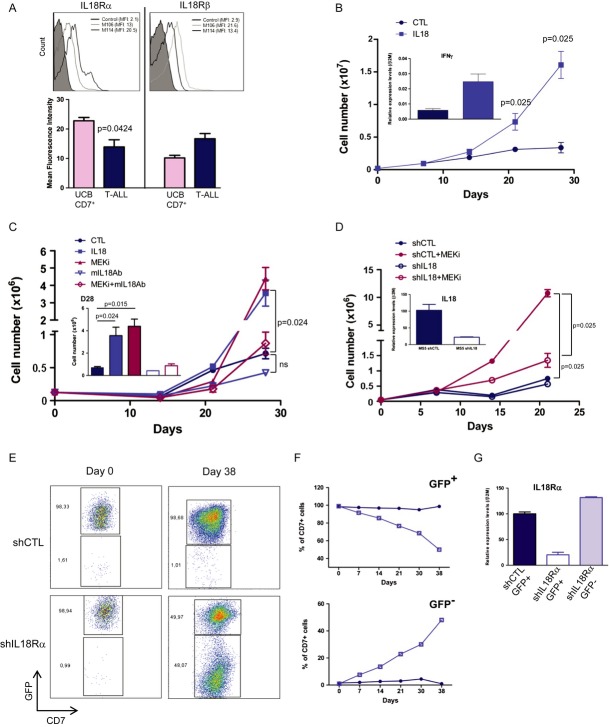
IL-18 promotes T-cell acute lymphoblastic leukaemia (T-ALL) growth *in vitro* A Cell surface expression of IL-18Rα (left panel) and IL-18Rβ (right panel) in M106 and M114 T-ALL cells. Histograms show the mean fluorescence intensity (MFI) of IL-18Rα and IL-18Rβ staining in, respectively, 7 and 11 T-ALL samples. Control: T-ALL or UCB CD7+ T cells stained with isotype control antibodies.B IL-18 stimulates T-ALL cell proliferation. 2.10^5^ M18 T-ALL cells were cultured on MS5 and in the presence or not (CTL) of recombinant human IL-18 for 28 days. Cells were harvested every week, counted and re-plated. Data are representative of five experiments performed in triplicate. Inset shows the quantification of *IFN*-γ mRNA expression levels in IL-18-treated and control T-ALL samples at day 28 of culture.C M30 T-ALL proliferative response when cultured in the presence of MEKi (1 μM PD184352), recombinant IL-18 or an antibody against mouse IL-18 (mIL-18Ab) for 28 days. Data are the mean ± s.d. of triplicates. Results are representative of 2–5 T-ALL samples/condition. n.s., not significant.D Proliferative response of M105 T-ALL cells cultured on MS5 cells in which *IL-18* was silenced (shIL-18) or not (shCTL) and in the presence or not of MEKi (1 μM PD184352) for 21 days. Inset shows the quantification of *IL-18* mRNA in MS5 cells transduced with shIL-18 or shCTL (data are representative of two samples in three experiments performed in triplicate).E–G *In vitro* growth of M105 T-ALL cells in which IL-18Rα was silenced or not with shIL-18Rα/GFP or shCTL/GFP lentiviral vectors. Cells were transduced, sorted for GFP expression (E, day 0) and co-cultured with MS5 cells for 38 days. Quantification of GFP+ and GFP−/low cells at different time points (F). Black line, shCTL cells; grey line, shIL-18Rα cells. At day 38, T-ALL cells were sorted according to their GFP expression and IL-18Rα expression was quantified (G). Two independent experiments were performed. Data information: Mann–Whitney non-parametric test was used for statistics.

Then, T-ALL/MS5 co-cultures were grown in the presence or not (control) of recombinant human IL-18 for 4 weeks. Cell proliferation was increased in six of 10 tested T-ALL samples, compared to controls (Fig 3B and C and data not shown). Moreover, IFN-γ expression, a downstream target of the IL-18 pathway (Okamura *et al*, 1995), was significantly higher in T-ALL cells cultured in the presence of IL-18 than in controls, indicating that the IL-18 pathway is activated in T-ALL cells in response to exogenous IL-18 (Fig 3B and data not shown).

The role of IL-18 in T-ALL cell proliferation was further confirmed by the finding that addition of an anti-mouse IL-18 neutralizing antibody (mIL-18Ab) decreased MEKi-induced T-ALL cell proliferation in T-ALL/MS5 co-cultures (Fig 3 and Supplementary Fig S5). Similar results were obtained in the five tested MEKi-responding T-ALL samples. Moreover, mIL-18Ab could reduce T-ALL cell proliferation in comparison with control cells even in the absence of MEKi (Fig 3 and Supplementary Fig S5). This effect was variable, but was particularly strong in the M105 T-ALL sample (Supplementary Fig S5B), which shows high T-ALL initiating cell (T-LIC) activity (Gerby *et al*, 2011). In agreement with IL-18 inhibition, IFN-γ levels were lower in blast cells treated with mIL-18Ab compared to controls (Supplementary Fig S5C). Finally, the role of stromal cell-derived IL-18 in T-ALL cell proliferation was also explored in co-cultures of T-ALL and MS5 cells in which *IL-18* was silenced (shIL-18). A 75% decrease in IL-18 expression in MS5 cells significantly reduced T-ALL cell proliferation on its own and also strongly reduced MEKi proliferative effect in comparison with co-cultures with shCTL MS5 cells (Fig 3). Similar results were obtained also when intracellular Notch1 (ICN1)-induced T-ALL mouse cells were co-cultured with shCTL or shIL-18 MS5 cells (Supplementary Fig S6).

As abnormal constitutive NF-κB activation plays an important role in controlling T-ALL cell proliferation (Kordes *et al*, 2000), we hypothesized that IL-18 may activate NF-κB. Indeed, recombinant IL-18 led to a significant increase in NF-κB DNA binding activity in T-ALL cells (Supplementary Fig S5D and E). Moreover, both basal and IL-18-induced NF-κB activation were higher in M105 T-ALL cells co-cultured with MS5 cells than without. Importantly, NF-κB DNA binding activity was strongly reduced when T-ALL cells were cultured with shIL-18 MS5 cells in comparison with shCTL MS5 cells (Supplementary Fig S5E). NF-κB activation in T-ALL was also observed when blast cells were cultured with CM from MEKi-treated MS5 cells, supporting a link between MEKi, IL-18 and NF-κB activation (Supplementary Fig S5F).

IL-18Rα silencing in T-ALL cells further supported the involvement of stromal IL-18 in leukaemic cell proliferation (Supplementary Fig S7). Indeed, proliferation of shIL-18Rα T-ALL cells was reduced compared to shCTL T-ALL cells (Fig 3E and F). Less than 2% of T-ALL cells were GFP negative (thus not infected) after transduction with shIL-18Rα or shCTL (Fig 3E, left panels) and this level progressively raised to 48% in T-ALL cells transduced with shIL-18Rα, while it remained stable (1.2%) in T-ALL cells transduced with shCTL at day 38 of co-culture with MS5 cells (Fig 3E, right panels and Fig 3F). At the end of the experiment, it was confirmed that IL-18Rα expression was strongly decreased only in shIL-18R/GFP+ T-ALL cells, but not in shCTL/GFP+ and shIL-18Rα/GFP^−^ T-ALL cells (Fig 3G). Altogether, these data indicate that stromal IL-18 contributes to human T-ALL cell proliferation, possibly through activation of the NF-κB pathway.

### Interfering with the IL-18 pathway in human T-ALL cells delays leukaemia development *in vivo*

We next investigated whether interfering with the IL-18 pathway affects leukaemia development *in vivo*. First, NSG mice were injected with three T-ALL cell samples pre-treated or not (control) with mIL-18Ab for 2 weeks. Bone marrow monitoring at week 6 post-xenograft indicated that the leukaemic load was significantly lower in two of the three pre-treated T-ALL samples in comparison with controls (Fig 4A). However, animals' survival was not improved (Fig 4B). This indicates that transient pre-treatment with mIL-18Ab *in vitro* does not durably interfere with T-ALL cell expansion *in vivo*. Then, NSG mice were transplanted with shIL-18Rα T-ALL or shCTL T-ALL (control) cells. In agreement with our *in vitro* results (Fig 3E and F), CD7+GFP^−^ leukaemic blasts showed a growth advantage over CD7+GFP+ cells in several animals injected with shIL-18Rα T-ALL cells compared to control mice (Fig 4C). Moreover, the spleens from mice transplanted with shIL-18Rα T-ALL cells were significantly smaller than those of control animals (Fig 4D). Survival of mice injected with shIL-18Rα T-ALL cells was significantly improved compared to controls (Fig 4E). Altogether, these data indicate that IL-18 contributes to T-ALL progression in xenograft models.

**Figure 4:**
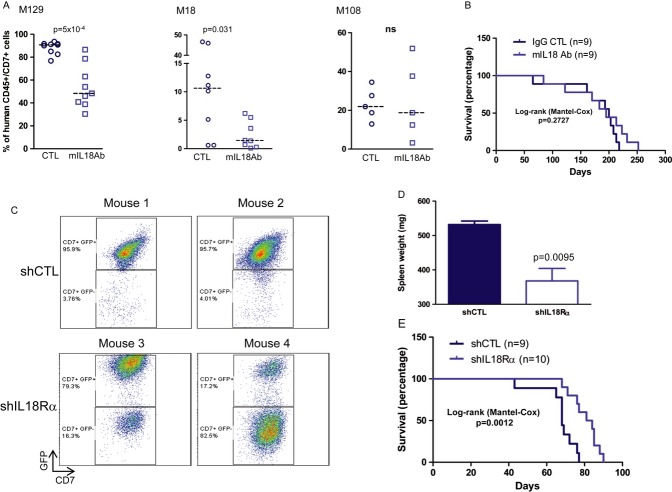
Interfering with IL-18 activity delays leukaemia progression in xenografted mice Proportion of human leukaemic blasts (CD45+CD7+ cells using anti-human CD45 and CD7 antibodies) in the bone marrow of NSG mice at week 6 after intravenous injection of 0.5–5 × 10^3^ M129 (left panel), M18 (middle panel) or M108 (right panel) T-cell acute lymphoblastic leukaemia (T-ALL) cells that were pre-treated *in vitro* with mIL-18Ab or with isotype control Ab (CTL) for 2 weeks.Survival curves of NSG mice transplanted with M129 T-ALL cells and shown in (A).GFP expression in CD45+CD7+ leukaemic blasts recovered from NSG mice transplanted with M105 T-ALL cells that were transduced with shIL-18Rα/GFP (*n* = 10 mice) or shCTL/GFP vectors (*n* = 9 mice). Shown are results of four representative animals.After euthanasia, spleens were recovered and weighed (mean ± s.d. of four mice transplanted with shCTL M105 T-ALL and six animals injected with shIL-18Rα M105 T-ALL).Survival curves of mice transplanted with 5 × 10^3^ shCTL or shIL-18Rα M105 T-ALL GFP-positive cells.

### IL-18 levels are increased in T-ALL-xenografted mice and in patients with T-ALL

Finally, measurement of IL-18 levels in serum samples of xenografted mice indicated that IL-18 concentration was higher (threefold) in NSG mice injected with human T-ALL cells (*n* = 20; six different T-ALL samples) compared to age-matched non-transplanted mice (*n* = 19; Fig 5), suggesting that T-ALL development drives IL-18 production in mice. Interestingly when looking into mouse IL-18 production either in tumour-free (Fig 5B) or in tumour-bearing (not shown) NSG mice, we found that haematopoietic CD45^+^ and non-haematopoietic CD45^−^ cells could produce IL-18, suggesting that BM cells constitute a reservoir of IL-18 (Arend *et al*, 2008). Similarly, IL-18 plasma levels were significantly increased also in patients with T-ALL (mean ± s.d.: 337 ± 34 pg/ml; *n* = 92) compared to healthy paediatric controls (mean ± s.d.: 71 ± 12 pg/ml; *n* = 29; Fig 5C). Moreover, IFN-γ plasma levels, an indication of IL-18 pathway activation (Okamura *et al*, 1995), were also significantly increased in patients with T-ALL (*n* = 25) compared to controls (*n* = 15; Fig 5D), and probably as a consequence also there was an increase in IL-18-binding protein (IL-18BP, Supplementary Fig S8; Dinarello *et al*, 2013). Interestingly, free IL-18 levels, calculated according to (Novick *et al*, 2001), showed an excellent correlation with total IL-18 concentrations (Supplementary Fig S8).

**Figure 5:**
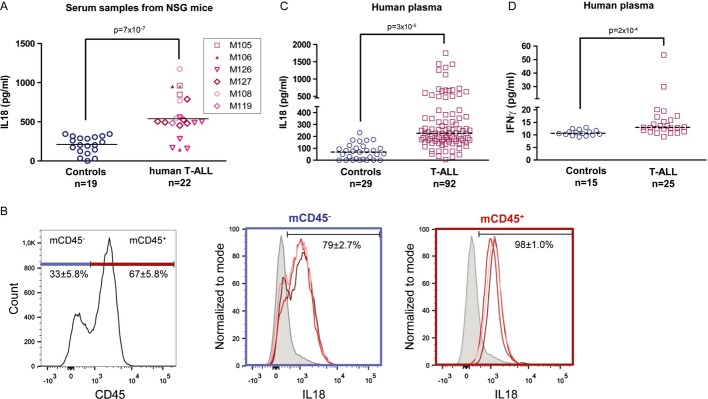
IL-18 production is increased in xenografted mice and in leukaemic patients A Circulating IL-18 expression levels in NSG mice injected with the indicated T-ALL samples (controls are non-transplanted 8- to 12-week-old NSG mice). Serum samples were collected at the time of euthanasia (6–12 weeks post-transplant) and IL-18 levels were measured by ELISA. Mann and Whitney non-parametric test was used for statistics.B Detection of IL-18 expression in BM from a tumour-free NSG mice. Medullary cells were recovered after flushing and crushing bones. Detection of IL-18 expression was measured by flow cytometry after permeabilization and anti-IL-18 labelling of BM cells.C, D Human IL-18 and IFN-γ levels in plasma samples from paediatric patients with T-ALL (IL-18: *n* = 92 and IFN-γ: *n* = 25) and healthy controls (IL-18: *n* = 29 and IFN-γ: *n* = 15). Statistical analyses were carried out using Student's *t*-test (C) or Mann–Whitney non-parametric test (D).

To determine the clinical impact of circulating IL-18 levels, the clinical features of 81 patients with T-ALL were analysed relative to their IL-18 plasma levels. Comparative analysis of patients with high (over the median value, *n* = 40 patients) and low (under the median value, *n* = 41 patients) IL-18 plasma levels found no correlation with age, sex, CNS involvement, white blood cell count, EGIL classification, cytogenetic abnormalities, and response to prephase treatment (Table 2). Mediastinal enlargement/effusions were more frequent in the low IL-18 than in the high IL-18 group (Table 2). Likewise, the low IL-18 group of patients included 5/6 T-lymphoblastic lymphomas. Disease-free survival was not impacted by the IL-18 secretion level (not shown). As it was reported that the immunophenotype could influence the outcome of patients with T-ALL (Niehues *et al*, 1999), we tested the prognostic impact of the EGIL TIII and not-TIII (i.e. T I/II/IV) phenotypes. While no significant difference in the whole population was observed (data not shown), when IL-18 levels are combined with EGIL stratification in a Cox-regression model, EGIL TIII IL-18 low patients tend to show a better prognosis than EGIL not-TIII low IL-18 patients [HR = 3.9, 95% IC (1.02–18), *P* = 0.046] and in a much lesser extent than high IL-18-EGIL TIII [HR = 2.5, 95% IC (0.55–11), *P* = 0.24] and high IL-18-EGIL not-TIII [HR = 2.5, 95% IC (0.63–10), *P* = 0.19; Supplementary Fig S9]. These data remain preliminary and further analyses remain to be performed before to conclude on a prognosis value of circulating IL-18 levels for T-ALL patients classified according to their EGIL phenotype.

**Table 2:** Correlative analysis of IL-18 plasma levels and different clinical parameters in a cohort of 81 patients with T-cell acute lymphoblastic leukaemia (T-ALL) (*n* = 77)/T-lymphoblastic lymphoma (LBL; *n* = 4)

	T-ALL/T-LBL IL-18 plasmatic level (*n* = 81)		
		
	Upper level^a^ (*n* = 40)	Low level^a^ (*n* = 41)	Statistical significance (c^2^ or Fisher's exact test)
Age			

≤ 10 years (%)	22 (55)	20 (49)	NS
	
> 10 years (%)	18 (45)	21 (51)	

M/F ratio	3.0	2.7	NS

Mediastinal involvement^b^ + effusion^c^ (%)	3 (7.5)	15 (37)	*P* < 0.01

Tumour spreading^d^ (%)	29 (72)	22 (54)	NS

CNS involvement (%)	2 (5)	3 (7)	NS

WBC (%)			

< 100 G/l	21 (53)	28 (68)	NS
	
≥ 100 G/l	19 (47)	13 (32)	

European Group of Immunological Classification of Leukaemia (%)			

T I/II	13 (32)	11 (27)	NS
	
T III	19 (48)	25 (61)	
	
T IV	6 (15)	3 (7)	
	
Non-classified	2 (5)	2 (5)	

Cytogenetic abnormalities	(*n* = 35)	(*n* = 36)	NS
	
Yes (%)	26 (74)	23 (64)	
	
No (%)	9 (26)	13 (36)	

Response to prephase (%)			

Poor	17 (42)	11 (27)	NS
	
Good	23 (58)	30 (73)	

a Based on the median secretion level;

b chest X-ray assessment;

c pleural and/or pericardial.

d Spleen, liver, lymph nodes > 2 cm, kidney, testis, skin (at least two organs involved). Response to prephase was assessed after 7 days of steroid treatment (60 mg/m^2^/day) + intrathecal methotrexate and defined as: poor ≥ 1 G/l peripheral blasts; good < 1 G/l peripheral blasts.

## Discussion

We previously showed that T-ALL cells require stromal support for *in vitro* growth and that the NOTCH pathway is of particular importance for their maintenance (Armstrong *et al*, 2009), a finding that is supported by a recent study (Yost *et al*, 2013). Here, we used the T-ALL/MS5 stromal cell co-culture system to explore the role of the MEK/ERK pathway in T-ALL cell expansion. Unexpectedly, treatment with MEK inhibitors improved proliferation of about 70% of human T-ALL cell samples co-cultured with MS5 cells. This effect was not NOTCH dependent because MS5 cells do not express robust levels of NOTCH ligand DL1 and NOTCH target genes were not activated upon incubation with MEK inhibitors. However, the finding that proliferation of T-ALL cells co-cultured with MS5-DL1 cells was only moderately modified following MEK inhibition suggests the existence of different T-ALL supporting niches. We then demonstrate that MEK inhibitors stimulate T-ALL cell proliferation through the induction of IL-18 secretion by MS5 cells.

These findings strongly support the hypothesis that cross-talk between stromal/microenvironmental cells and leukaemic blasts is crucial during T-ALL development (Nwabo Kamdje & Krampera, 2011). An emerging notion is that aberrant activation of signal transduction pathways in leukaemia cells can be induced by interactions with stromal cells of the bone marrow or thymus microenvironment (Konopleva & Andreeff, 2007; Lane *et al*, 2009). An altered microenvironment may even rupture the homeostasis and favour the early steps of transformation (Raaijmakers *et al*, 2010). Moreover, stromal cells can provide not only an adequate metabolic environment for leukaemic cells via activation of survival mechanisms, but also a protective niche to enhance resistance to chemotherapy (Zhang *et al*, 2012). Cytokines and growth factors secreted by stromal cells are suspected to exert a protective effect not only on the bulk of the leukaemic cell population, but also on the rare leukaemia initiating cells (LIC; Konopleva *et al*, 2009). In particular, it has been established that T-ALL cell proliferation and survival is regulated by several factors, including IL-7 and IGF-1 (Barata *et al*, 2001, 2004; Medyouf *et al*, 2011). These factors are likely to be produced by the microenvironment, particularly by bone marrow stromal cells (Barata *et al*, 2001, 2004; Scupoli *et al*, 2008). The increased expression of IL-18 in MEKi-treated MS5 stromal cells together with the detection of IL-18Rα/β in T-ALL primary cells and the finding that IL-18 incubation stimulates proliferation in more than half of the tested T-ALL samples strongly suggest that IL-18 also should be included among the microenvironmental signals supporting leukaemia development/progression.

IL-18 plays an important pro-inflammatory role (Mariathasan *et al*, 2004) and is involved in the induction of inflammatory mediators (Arend *et al*, 2008). Inflammation is implicated in the progression of different haematological or non-haematological malignancies, and several pro-inflammatory factors, such as IL-6 and TNF-α, play a role in cancer development or progression (Liu *et al*, 2011; Reynaud *et al*, 2011). The B-ALL microenvironment is also described as inflammatory (Espinoza-Hernandez *et al*, 2001; Purizaca *et al*, 2012), further supporting the more general role of inflammation in acute lymphoblastic leukaemia. Moreover, elevated levels of IL-18 have been detected in solid tumours (Ye *et al*, 2007) similar to the levels we measured in T-ALL patients. Macrophages, chondrocytes and osteoblasts as well as medullary dendritic cells are known IL-18 producers (Arend *et al*, 2008), and here, we show that stromal/MSC cells also produce IL-18. In addition, IL-18 circulating levels were higher in NSG mice xenografted with human T-ALL cells in comparison with controls, arguing that IL-18 is induced in the environment following leukaemic blast spreading.

The role of IL-18 as a pro- or anti-tumour agent has been discussed in the literature and seems greatly dependent on the cancer cell type (Park *et al*, 2007). Our findings indicate that, in patients with T-ALL (and also in T-ALL xenograft models), IL-18 production is enhanced and it acts as a tumour cell proliferative factor. However, we cannot exclude the possibility that IL-18 might also drive the anti-tumour immune response *in vivo*, particularly through enhanced production of IFN-γ during the early stages of T-ALL development. Indeed, in some co-cultures, we observed that normal T cells, which are present in the samples isolated from newly diagnosed patients, proliferated in response to IL-18 and could overtake leukaemic blasts (data not shown), suggesting that some of the remaining immune cells also are sensitive to IL-18. Moreover, development of ICN1-driven mouse leukaemia is favoured in *IL-18*−/− mice in correlation with a reduction in the number of immunocompetent cells, indicating that the immune system is important for controlling T-ALL development (unpublished observations and; Schneider *et al*, 2010). IL-18 is indeed described as a regulator of the cytotoxic activity of NK and mature T cells and supports the differentiation and activation of different T-helper (Th) cell subsets, depending on the surrounding cytokine profile (Gracie *et al*, 2003). In combination with other interleukins, such as IL-12 and IL-15, IL-18 can be used to pre-activate NK cells with anti-tumour functions (Ni *et al*, 2012). Thus, targeting IL-18 in patients with T-ALL needs to be carefully examined because it may also result in reduction of the immune response as previously suggested for other tumours (Park *et al*, 2007).

Our results show that mice xenografted with T-ALL cells in which IL-18Rα was silenced have reduced splenomegaly and better survival than animals injected with control T-ALL cells. This result supports the pro-leukaemia effect of stromal IL-18 in T-ALL, possibly through enhanced growth in the medullary microenvironment. However, as the white blood cell count was not particularly higher in high IL-18 patients compared to low IL-18 patients, the medullary niche could also offer a protective area for IL-18-responding patients and additional, unknown factors might be implicated in the stroma/leukaemic blast cross-talk. This is supported by the finding that IL-18 does not increase proliferation of primary T-ALL cells cultured without stromal cell support (not shown). In pathologies such as rheumatoid arthritis, IL-18 has been shown to promote migration, adhesion and activation of leucocytes through the release of different factors such as SDF1/CXCL12 and VCAM1/ICAM1 (Komai-Koma *et al*, 2003; Volin & Koch, 2011). The implication of IL-18 in these biological processes during T-ALL development/progression should be further explored.

There is some evidence for a role of the microenvironment in the outcome of acute leukaemia mainly due to the protective effect of the bone marrow niche on LICs against chemotherapeutic agents (Ayala *et al*, 2009). Although our data on patients' outcome according to the IL-18 secretion level need to be extended to a larger cohort and also to a supplementary and independent group of patients, they suggest that the microenvironment plays a role in T-ALL outcome via secreted factors. Dissecting further the clinical impact of microenvironmental factors in T-ALL will certainly be of a particular importance for future therapeutic strategies.

To summarize, here we show that T-ALL cell expansion is supported by the pro-inflammatory IL-18 cytokine secreted by bone marrow-derived stromal cells. These results highlight the implication of the microenvironment in human T-ALL progression and the relevance of studying the interactions between leukaemic blasts and feeder cells for identifying novel therapeutic strategies.

## Materials and Methods

### Patients and cell samples

Primary T-ALL cell samples were collected after obtaining informed consent by the patients or the patient's relatives in accordance with the Declaration of Helsinki and French ethics regulations. Blood cells were ficolled, immunophenotyped and directly used, or stored frozen. All patients were treated with an ALL-BFM-based strategy in the EORTC 58881 and 58951 trials (Clappier *et al*, 2010). The INSERM ethical committee (IRB000003888) approved the project (evaluation number 13-105-1). ICN1-induced mouse T-ALL cells were obtained as described (Gachet *et al*, 2013).

The choice of samples used for experiments was motivated by the availability of enough cells from individual patients and also to optimization of protocols, such as lentiviral transduction, on some, but not all, samples.

Plasma samples used for measuring IL-18 and IL-18BP levels were all from children (T-ALL cohort and controls). These patients are different from the ones used for functional experiments and represent a retrospective cohort. Plasma samples from a subgroup of these T-ALL patients (those with the highest IL-18 level) and from a randomly chosen group of children controls were used for IFN-γ measurements.

### MS5 cells

Mouse stromal MS5 and MS5-DL1 (expressing the NOTCH ligand DL1) cells were described previously (Armstrong *et al*, 2009).

### Culture conditions

T-ALL cells (100–250 × 10^3^/well) were cultured as in (Armstrong *et al*, 2009). MEK pharmacological inhibitors (MEKi: U0126, PD98059, PD184352; Selleckchem/Euromedex, Souffelweyersheim, France) were diluted in DMSO and used at 20, 10 and 1 μM, respectively, or as otherwise indicated. MEKi, recombinant human IL-18 (100 ng/ml; Biovision/Clinisciences, Nanterre, France) and neutralizing anti-IL-18 antibodies (200 ng/ml; MBL/CliniSciences) were added in the culture medium 3 times/week. ICN1-induced mouse T-ALL cells were cultured as in Gachet *et al*, (2013). Growth was measured by gating on CD45^+^CD7^+^ blast cells using flow cytometry as in Armstrong *et al* (2009).

### Flow cytometry

Cells were stained with fluorescein (FITC)-, phycoerythrin (PE)-, PE-cyanin7 (PC7)- and allophycocyanin (APC)-conjugated mouse monoclonal antibodies (mAbs) specific for human CD45 (J33), CD7 (8H8.1) (1:50 dilution, Beckman Coulter; Roissy CDG, France and eBioscience, Paris, France), IL-18Rα and IL-18Rβ (FAB840P and FAB118P, 1:10 dilution; R&D Systems, Lille, France) and analysed using a FACSCalibur cytometer (BD Biosciences, Le Pont de Claix, France). For intracellular mIL-18 detection in murine BM, cells were permeabilized using BD Cytofix/Cytoperm™ (BD Biosciences) according to the manufacturer's protocol. Then, cells were stained with a purified rabbit anti-IL-18 (H-173) antibody (Santa Cruz Biotechnology, Dallas, TX, USA), and IL-18 expression was revealed by FACS using an anti-rabbit Alexa 647 antibody (Molecular Probes®, Eugene, OR, USA). Cell sorting was performed using an Influx cell sorting cytometer (BD Influx system; BD Bioscience). ICN1-induced mouse T-ALL cells were monitored with an anti-mouse CD45 mAb (eBioscience).

### Lentiviral vectors and transduction of stromal cell lines and T-ALL primary cells

#### *IL-18R*α gene silencing in primary T-ALL cells

The *IL-18R*α short hairpin RNA (shRNA, 5′-GCCTGTTCTTTCCGAGTCTTA-3′), the expression of which is driven by the H1 promoter, was subcloned in the pTRIP/ΔU3-MND-GFP vector as in previous studies (Kusy *et al*, 2010). The control hairpin sequence (sh*CTL*) targets the human hepatitis B virus. Human T-ALL cells were transduced with not concentrated G/IL-7SUx envelope pseudotyped vectors as in Gerby *et al*, (2010). Transduced cells were sorted based on the CD45^+^CD7^+^GFP^+^ phenotype before use.

#### *ERK* and *IL-18* gene silencing in MS5 cells

The H1-shRNA cassettes against mouse *ERK1* and *ERK2* (kindly provided by Dr P. Lenormand, Institute of Signalling Developmental Biology and Cancer, Nice, France; Lefloch *et al*, 2008) were subcloned in the pTRIP/ΔU3-EF1a lentiviral vector. The same strategy was used to knock down mouse *IL-18* in MS5 cells with a shRNA against mouse *IL-18* (shRNA/mIL-18, 5′-CCTCTCTGTGAAGGATAGTAA-3′). Subconfluent MS5 cells were incubated with supernatants containing the vectors for 3 days, then carefully washed and a sample was harvested to quantify transduction by measuring GFP expression by FACS. Silencing efficiency was assessed by QPCR (IL-18) or by western blotting (ERK1/2). Control shCTL was as for T-ALL cells.

### Microarray analysis

RNA was extracted from MS5 cells incubated or not with 1 μM PD184352 for 7 days (three independent experiments = six samples in total) and was spotted on whole-genome arrays (mouse Gene1.0 ST; Affymetrix, Bucks, UK). First, we compared all treated and untreated samples to identify genes differentially expressed and then we crossed the data from the three independent experiments. Experimental details are provided in Supplementary Fig S4.

### Bioinformatics

#### Quality assessments, normalization and statistics

Raw data were normalized using the Robust Multichip Algorithm (RMA) in Bioconductor R. Then, all quality controls and statistics were performed using Partek GS®. Hierarchical clustering (Pearson's dissimilarity and average linkage) and principal component analysis were used. To find genes that were differentially expressed in treated and untreated samples, we applied a classical analysis of variance for each gene and carried out pairwise Tukey's *post hoc* tests between the groups. We then considered *P*-values ≤ 0.05% and a ≥ 1.5-fold change as significant for filtering and selecting differentially expressed genes.

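At an unadjusted p of at most 0.05 from limma and a change of at least 1.5-fold, 155 probe sets differed between the 3 MEKi and 3 diluent cultures, 75 higher and 80 lower (59 and 105 after a further quantile normalization, 63 and 99 after centring each array on its median, 100 and 54 without experiment 1, 117 and 162 without experiment 2). By the probe set that represents each gene, 111 named genes met these thresholds, 49 higher and 62 lower. They include genes that missed the adjusted threshold, such as Cd93 (log2 fold change −0.98), a receptor of endothelial and myeloid cells, Lgr6 (−0.91), Arhgdib (−0.79) and Tgfbi (−0.79), a matrix protein, all lower in the 3 experiments. The paper's methods give the p threshold as 0.05%, and at p of at most 0.0005 and 1.5-fold there were 69 probe sets, 39 higher and 30 lower. With an ordinary analysis of variance for each probe set, 44 met p of at most 0.05 and 1.5-fold, and 66 when experiment was a second factor. The count was 86 in limma without the replicate block and 279 without experiment 2.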

#### Functional analysis

Interactions, pathways and functional enrichment analyses were carried out using IPA (Ingenuity® Systems, USA http://www.ingenuity.com). All microarray analysis data have been submitted to GEO Omnibus (accession number: GSE43623).

### Immunoblot analysis

Total proteins from T-ALL or MS5 cells were extracted with 1× lysis buffer, separated by 12% SDS–PAGE and transferred onto nitrocellulose membrane (GE Healthcare, Velizy-Villacoublay, France). Membranes were incubated with antibodies against phospho-p44/42 MAPK (ERK1/2) (Thr202/Tyr204) (4376; Ozyme, Saint Quentin Yvelines, France), p44/42 MAPK (ERK1/2) (4695; Ozyme) and β-actin (clone AC-15; Sigma-Aldrich). Proteins were detected with the ECL PLUS chemiluminescent substrate (GE Healthcare).

### Electrophoretic mobility shift assays (EMSA)

Nuclear extracts were prepared, and 15 μg of proteins was analysed for DNA binding activity using the HIV-LTR tandem κB oligonucleotide as a probe for NF-kB (Jacque *et al*, 2005). Samples were then resolved by electrophoresis using acrylamide/bisacrylamide/TBE gels.

**The paper explained**

**Problem**

T-cell acute leukaemia (T-ALL) is an aggressive haematological disorder that accounts for 15–25% of acute lymphoblastic leukaemia. Outcome varies depending on the age of onset, and generally, adults are much less well cured than young patients. Moreover, relapses have a very bad prognosis, independently of the patient's age. There is thus a great need for complementary therapeutic approaches to increase patients' remission. T-ALL development is characterized by the accumulation of genetic accidents that are considered as targets for dedicated therapies. Moreover, there is growing evidence that interactions between leukaemic cells and their microenvironment promote leukaemia development and progression. This last observation opens new areas for novel therapeutic developments.

**Results**

Using the only culture system available for growing *ex vivo* T-ALL cells isolated from patients, we uncover the role of the pro-inflammatory cytokine interleukin 18 (IL-18) in supporting human T-ALL propagation. We demonstrate that stromal cells that are part of the medullary microenvironment and are included in the culture system can secrete IL-18, upon treatment with inhibitors of the MEK/MAP kinase pathway. Loss of function of IL-18 in stromal cells or knocking down of IL-18 receptors (IL-18R) in T-ALL blasts seriously interferes with leukaemia cell growth in culture. Using mice xenografted with human T-ALL cells, we show that leukaemia development induces IL-18 production in these animals. Moreover, in mice xenografted with T-ALL cells in which IL-18R expression is reduced, leukaemia development is delayed and animals' survival extended. Finally, we show that IL-18 plasmatic levels are also increased in paediatric patients with T-ALL.

**Impact**

This study outlines the critical interaction between leukaemia cells and the medullary microenvironment and the positive effect on tumour growth of microenvironment secreted factors. It highlights a new mechanism of leukaemia progression and thus may represent an additional entry for therapies.

### IL-18 and IL-18BP plasma levels

IL-18 and IL-18BP plasma levels were measured using ELISA kits (mouse IL-18 Platinum ELISA, BMS618/2, human IL-18 Platinum ELISA, BMS267/2CE; eBioscience and human IL-18BP ELISA Kit, ab100559; Abcam, Paris, France) following the manufacturer's instructions. Free IL-18 levels were calculated using IL-18 and IL-18BP levels as shown in Novick *et al*, (2001).

### Real-time quantitative RT–PCR

RNA was isolated with TRIZOL (Life Technologies, Saint Aubin, France), reverse-transcribed using random hexamers and the Superscript RT kit (Invitrogen) according to the manufacturer's instructions. The products were used as template for real-time PCR using the Power SYBR Green PCR Master mix or the TaqMan Universal PCR MasterMix No AmpErase UNG and the 7300 fast real-time PCR system (Life Technologies). Raw data were obtained in terms of Ct values and normalized to the Ct values of the housekeeping genes *GAPDH* or *β2m*. The primer sequences are in Supplementary Table S1.

### Animals

NOD.CB17-Prkdc(scid) (abbreviated NS) and NOD.Cg-Prkdc(scid)Il2rg(tm1Wjll)/SzJ (abbreviated NSG) mice (The Jackson Laboratory, Bar Harbor, ME, USA) were housed in pathogen-free animal facilities at CEA, Fontenay-aux-Roses, France. Mice were irradiated with 2.5–3 Gy (IBL 637 CisBio International, France; dose rate: 0.61 Gy/min) and anesthetized with isoflurane before intravenous injection of human leukaemic cells. Experimental procedures were performed in compliance with the French Agriculture Ministry and local ethics committee regulations (Authorization number 12-015). Mice were euthanized when they reached endpoints set to meet accepted animal care guidelines. Leukaemia progression was monitored using the anti-human PE-CD45 and PC7-CD7 mAbs (Beckman Coulter and eBioscience).

### Statistical analyses

Statistical significance of comparisons was determined using the Mann and Whitney non-parametric test. Disease-free survival of mice was estimated using the Kaplan–Meier method and subgroups were compared using the log-rank test. Survival of patients was measured using a Cox-regression model.

# Supplementary material for: Interleukin-18 produced by bone marrow-derived stromal cells supports T-cell acute leukaemia progression
**Source:** EMBO Mol Med. 2014 Apr 28;6(6):821–34. doi: 10.1002/emmm.201303286
**Supplement:** Supplementary file 1 — Supplementary Figure S1

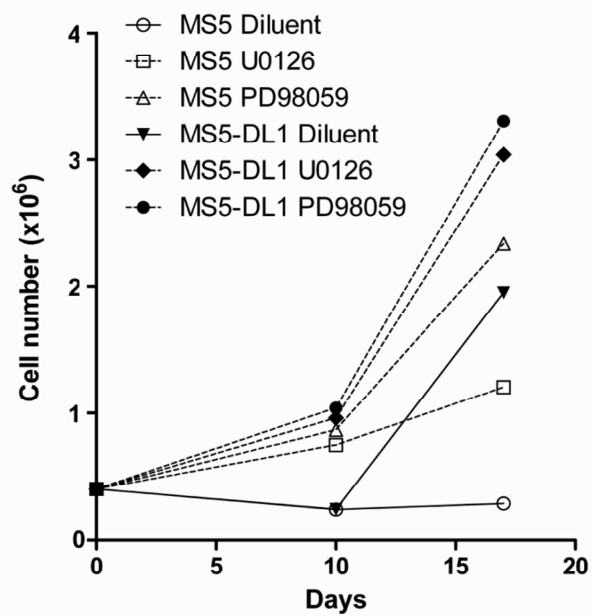

**Figure S1: T-ALL proliferative response to MEK1i.** M18 T-ALL cells ( $4 \times 10^5$  cells/well) were cultured on MS5 or MS5-DL1 stromal cells in the presence of  $20 \mu\text{M}$  U0126 or  $10 \mu\text{M}$  PD98059 for two weeks. Cells were counted by FACS analysis at each time point. Representative of two experiments.

# Supplementary material for: Interleukin-18 produced by bone marrow-derived stromal cells supports T-cell acute leukaemia progression
**Source:** EMBO Mol Med. 2014 Apr 28;6(6):821–34. doi: 10.1002/emmm.201303286
**Supplement:** Supplementary file 2 — Supplementary Figure S2

A. OP9

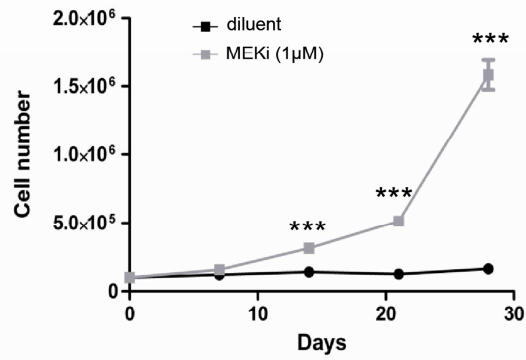

B. Human MSC

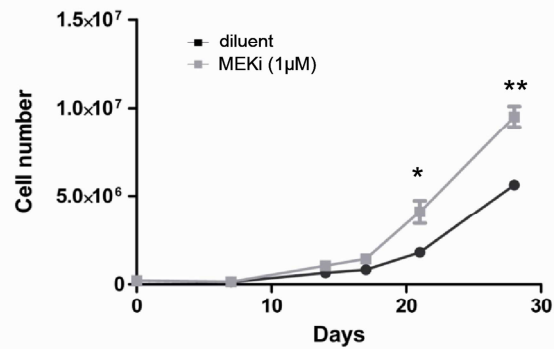

**Figure S2:** Response of T-ALL cell to MEK inhibition during co-cultures with different support cells.  $2 \times 10^5$  T-ALL cells were incubated with OP9 mouse stromal cells (A: M18) or with human mesenchymal stem cells (MSC) (B: M78) in the presence of PD184352 for 28 days. Cells were counted by FACS analysis. \*,  $p < 0.05$ ; \*\*,  $p < 0.005$ ; \*\*\*,  $p < 0.0005$  (Mann and Whitney non-parametric test was used for statistics)

# Supplementary material for: Interleukin-18 produced by bone marrow-derived stromal cells supports T-cell acute leukaemia progression
**Source:** EMBO Mol Med. 2014 Apr 28;6(6):821–34. doi: 10.1002/emmm.201303286
**Supplement:** Supplementary file 3 — Supplementary Figure S3

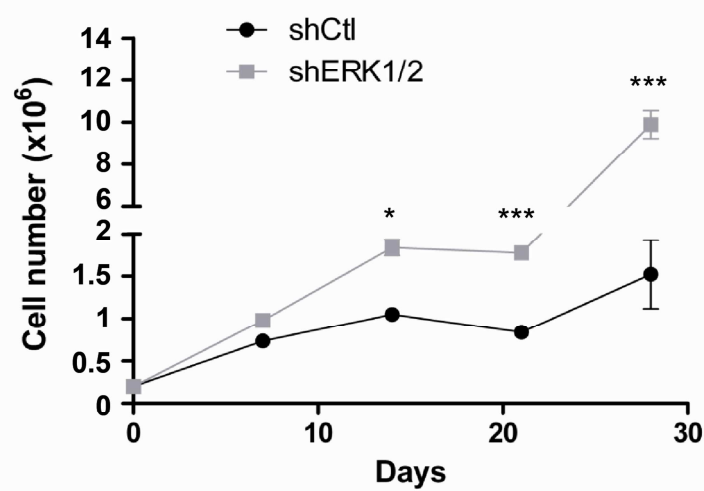

**Figure S3: Growth of T-ALL cells cultured on ERK1/2 knock-down MS5 cells.** T-ALL M18 cells were cultured on MS5 cells transduced with lentiviral vectors encoding shERK1/2 or shCtl. Cells were counted every week as described in Figure S1. \*,  $p < 0.05$ ; \*\*\*,  $p < 0.001$  (triplicates) (Mann and Whitney non-parametric test was used for statistics)

# Supplementary material for: Interleukin-18 produced by bone marrow-derived stromal cells supports T-cell acute leukaemia progression
**Source:** EMBO Mol Med. 2014 Apr 28;6(6):821–34. doi: 10.1002/emmm.201303286
**Supplement:** Supplementary file 4 — Supplementary Figure S4

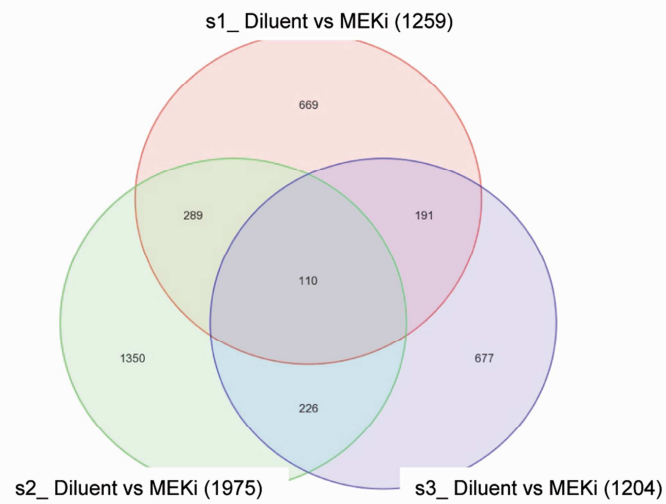

**Figure S4: Micro-array analysis of MS5 cells treated or not with MEKi.** RNA isolated from MS5 cells cultured in the presence of 1 $\mu$ M PD184352 or DMSO (diluent) for 1 week was hybridized to Affymetrix murine Gene1.0 ST arrays according to the manufacturer's instructions. Three (s1, s2, s3) experiments were performed and processed separately. Results were crossed using pair-wise Tukey's post hoc tests that identified a common set of 110 genes.

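Within the experiments, each with 1 array per condition and so without a test, 461 probe sets differed at least 1.5-fold between MEKi and diluent in experiment 1, 376 in experiment 2 and 450 in experiment 3. Experiments 1 and 2 shared 80 of these, experiments 1 and 3 shared 130, and experiments 2 and 3 shared 71. In all 3 experiments 44 differed and 42 did so in the same direction, 24 higher and 18 lower (18 and 22 after a further quantile normalization, 18 and 21 after centring each array on its median), and they named 24 genes. Of the 42, 34 also had an adjusted p under 0.05 from limma. Genes of the crossing outside that call included Hmga2 (−1.22, −0.67 and −0.66 in experiments 1, 2 and 3), Mgp (−1.47, −0.74 and −0.81) and, singled out after its values were seen, Rnase2a, a ribonuclease of eosinophil granules (−0.72, −2.53 and −1.03). When the sign of experiment 1, 2 or 3 was turned, 0, 2 and 0 probe sets met the same criterion, and 0.02 would be met on average if the experiments were independent. The differences correlated across probe sets by 0.18 between experiments 1 and 2, 0.34 between 1 and 3 and 0.16 between 2 and 3. The count was 361 at 1.2-fold, 126 at 1.3-fold and 4 at 2-fold, and 65, 126 and 75 for the pairs of experiments left without experiment 1, 2 or 3.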

# Supplementary material for: Interleukin-18 produced by bone marrow-derived stromal cells supports T-cell acute leukaemia progression
**Source:** EMBO Mol Med. 2014 Apr 28;6(6):821–34. doi: 10.1002/emmm.201303286
**Supplement:** Supplementary file 5 — Supplementary Figure S5

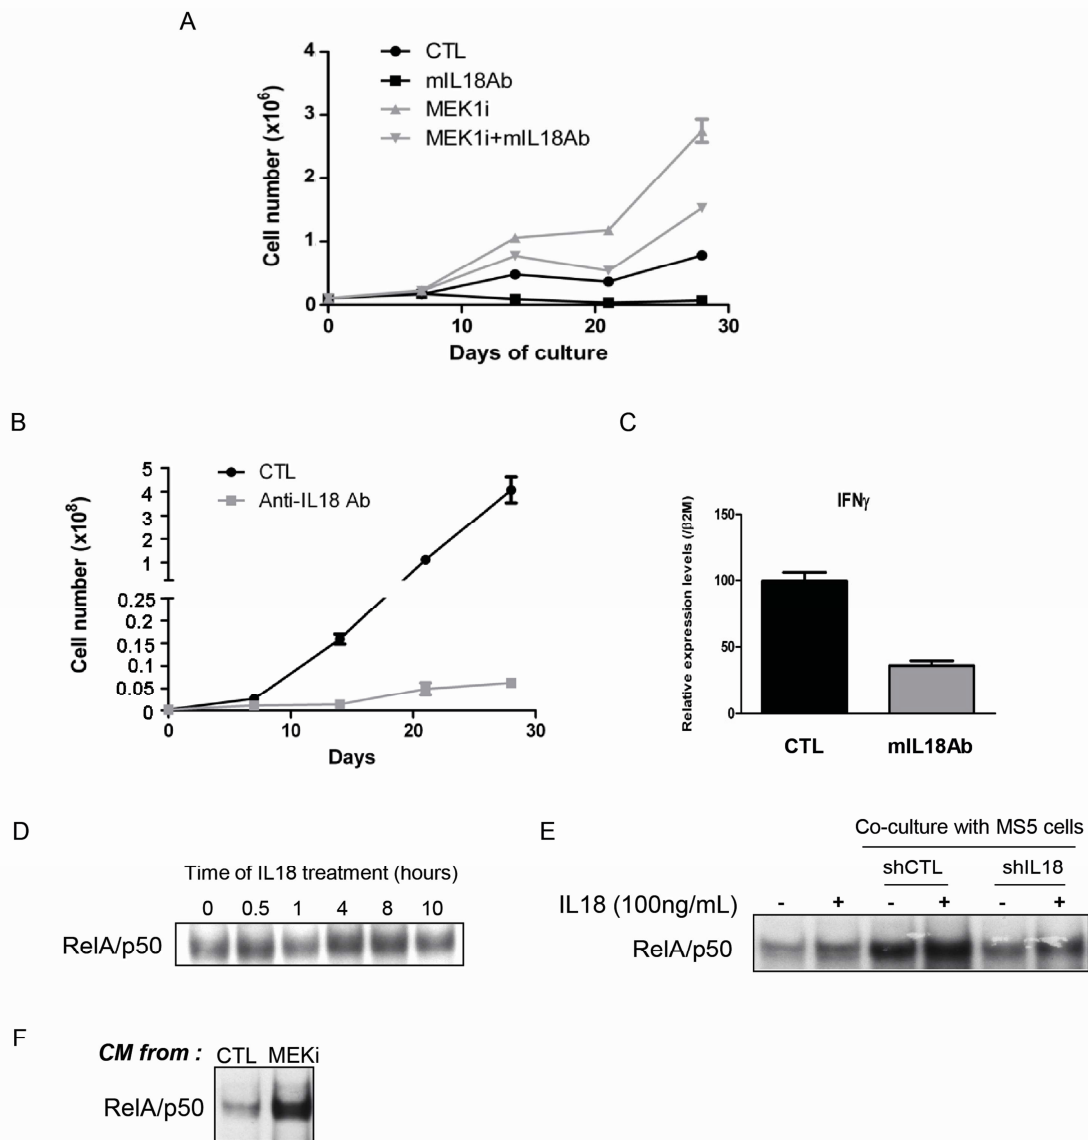

**Figure S5: Blocking IL18 decreases T-ALL expansion in vitro.** M108 (A) and M105 (B) T-ALL cells were cultured on MS5 cells with or without MEKi (1 $\mu$ M PD184352) and with or without the anti-mouse IL18 antibody (mIL18Ab), as indicated, for 28 days. Cells were counted every week and shown are the cumulative cell numbers. C. IFN $\gamma$  expression level was measured in M105 T-ALL cells at day 28 of culture. CTL are cells treated with isotype IgG control. D. Kinetic of NF- $\kappa$ B DNA binding activity in M69 T-ALL following incubation with 100ng/mL recombinant human IL18. E. NF- $\kappa$ B activation in M105 T-ALL cells cultured with or without MS5 cells in which IL18 was silenced (shIL18) or not (shCTL) and treated or not with 100ng/mL IL18 for 45 min. F. M105 T-ALL was cultured during 45 minutes with CM from MS5 cells treated every other day during 7 days with or without MEKi.

# Supplementary material for: Interleukin-18 produced by bone marrow-derived stromal cells supports T-cell acute leukaemia progression
**Source:** EMBO Mol Med. 2014 Apr 28;6(6):821–34. doi: 10.1002/emmm.201303286
**Supplement:** Supplementary file 6 — Supplementary Figure S6

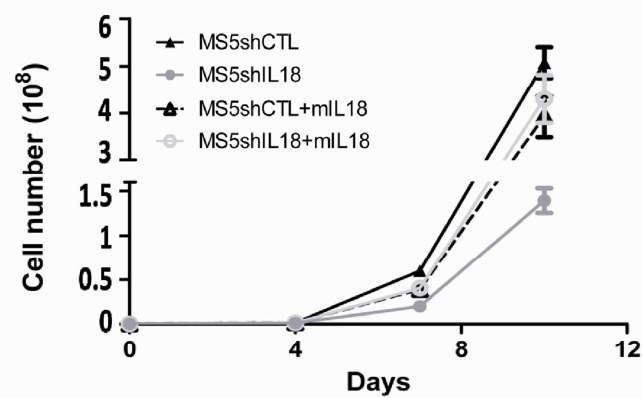

**Figure S6: Mouse ICN1+ T-ALL cells are sensitive to IL18.** ICN1-induced T-ALL mouse cells were grown on MS5 stromal cells transduced with lentiviral vectors containing a shRNA against IL18 (shIL18) or control (shCTL) and in the presence or not of mouse recombinant IL18. Leukemic cells were harvested at different time points and counted by flow cytometry using anti mouse CD45 antibodies. This result is representative of 2 independent experiments in triplicate. (Mann and Whitney non-parametric test was used for statistics)

# Supplementary material for: Interleukin-18 produced by bone marrow-derived stromal cells supports T-cell acute leukaemia progression
**Source:** EMBO Mol Med. 2014 Apr 28;6(6):821–34. doi: 10.1002/emmm.201303286
**Supplement:** Supplementary file 7 — Supplementary Figure S7

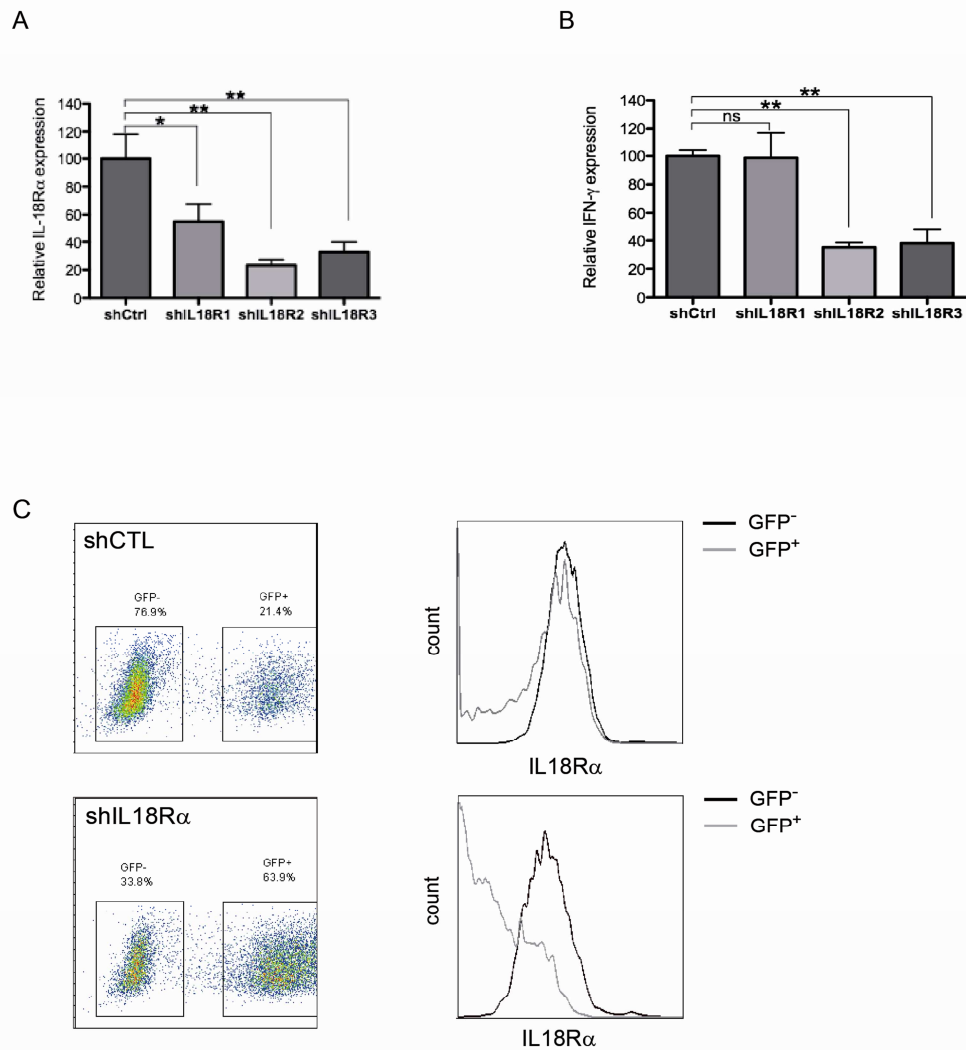

**Figure S7: Efficient conditions to decrease human IL18Rα expression by shRNA.** Three constructs (shIL18R1, R2, R3) were tested in Peer cells (a human lymphoid cell line from a patient with T-leukemia) that constitutively express IL18R chains. Efficient decrease of expression was observed with all constructs (A), and shIL18R2 and shIL18R3 also affected IFN $\gamma$  expression (B). The construct shIL18R2 was chosen to transduce primary T-ALL cells. It efficiently decreased IL18Rα cell surface expression in Peer T-ALL cells (C). (Mann and Whitney non-parametric test was used for statistics)

# Supplementary material for: Interleukin-18 produced by bone marrow-derived stromal cells supports T-cell acute leukaemia progression
**Source:** EMBO Mol Med. 2014 Apr 28;6(6):821–34. doi: 10.1002/emmm.201303286
**Supplement:** Supplementary file 8 — Supplementary Figure S8

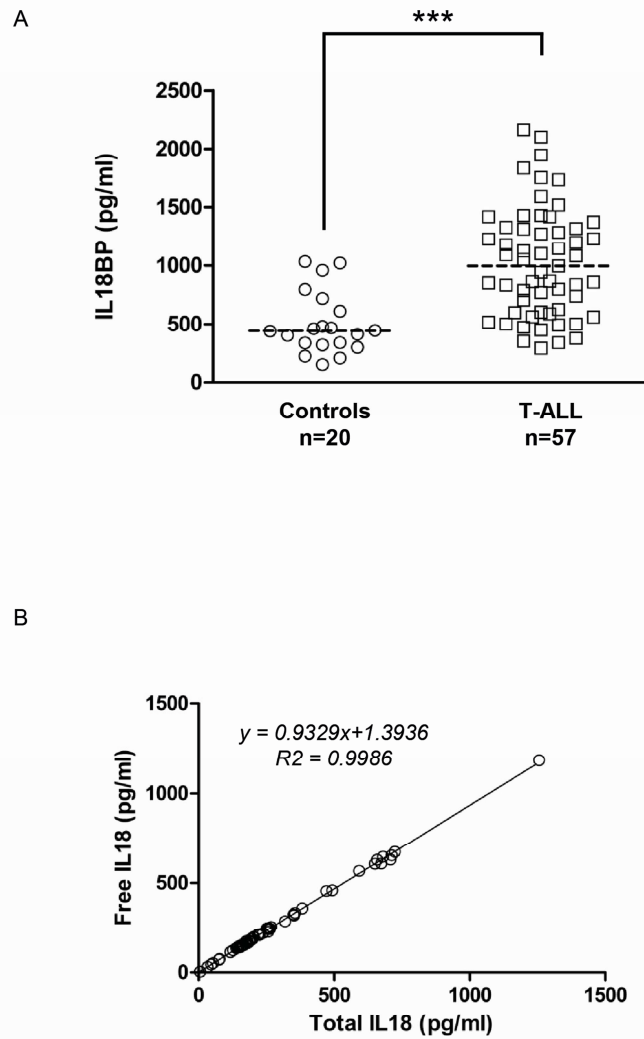

**Figure S8: Levels of IL18BP and free IL18 in T-ALL.**

Plasma from T-ALL patients (n=57) and controls (n=20) were screened for IL18BP using an ELISA assay. The patients and controls were all children and chosen from the cohort tested for IL18 levels shown in Figure 5C in function of the availability of enough volume of plasma left for every individual. The results show that, as for IL18, IL18BP levels are increased in T-ALL compared to normal (A). Calculation of free IL18 (i.e. not bound to IL18BP) according to previously published works (Novick, Cytokine, 2001) shows a perfect correlation between total and free IL18 levels (B). (Mann and Whitney non-parametric test was used for statistics)

# Supplementary material for: Interleukin-18 produced by bone marrow-derived stromal cells supports T-cell acute leukaemia progression
**Source:** EMBO Mol Med. 2014 Apr 28;6(6):821–34. doi: 10.1002/emmm.201303286
**Supplement:** Supplementary file 9 — Supplementary Figure S9

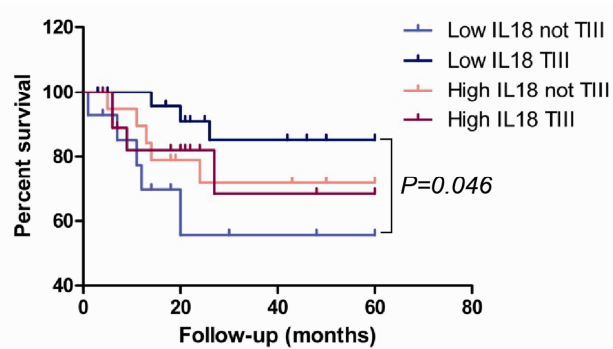

**Figure S9.** Disease-free survival curves of patients with high or low IL18 plasma levels stratified as EGIL TIII and EGIL not-TIII. The significance was analysed using a Cox-regression model.

# Supplementary material for: Interleukin-18 produced by bone marrow-derived stromal cells supports T-cell acute leukaemia progression
**Source:** EMBO Mol Med. 2014 Apr 28;6(6):821–34. doi: 10.1002/emmm.201303286
**Supplement:** Supplementary file 10 — Supplementary Table S1

| Genes           | Forward                | Reverse               |
|-----------------|------------------------|-----------------------|
| GAPDH           | GGGAACTGTGGCGTGAT      | GGAGGAGTGGGTGTCGCTGTT |
| $\beta$ 2m      | CACAGCCCAAGATAGTTAAGT  | CCAGCCCTCCTAGAGC      |
| mouse IL18      | CAGGCCTGACATCTTCTGCAA  | TCTGACATGGCAGCCATTGT  |
| IL18 R $\alpha$ | TCTTGGACCAAAGCTTAACCA  | AAGCAGAGCAGTTGAGCCTTA |
| IL18 R $\beta$  | TTCCGCATCACATAAGCAAG   | AAAGACCCTTTCAAAGCCAAA |
| IFN $\gamma$    | ACTGACTTGAATGTCCAACGCA | ATCTGACTCCTTTTCGCTTCC |

**Table S1:** Sequences of primers used for real-time quantitative PCR

How the deposited data were processed for this re-analysis (not part of the article)

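The data are 6 arrays of RNA from MS5 cells, a mouse bone marrow stromal cell line, cultured for 7 days with 1 μM PD184352 (MEKi) or diluent in 3 independent experiments, with 1 array per condition and experiment. The dose and the time are those of the paper. The authors normalized the intensities of Affymetrix mouse Gene ST arrays with RMA, which corrects for background, quantile-normalizes the probes and summarizes each probe set, and they deposited the log2 values of 28853 probe sets; quality controls and statistics were done in Partek, and no version of RMA or Partek is stated. The deposited values were used as they are, with no filter and no further normalization, and 0 columns of array values were left out. No genome build is named, so no coordinates are given.

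Probe sets were named by the table that pairs them with gene symbols: 21789 name 1 gene, 1621 name several and 5443 have no symbol listed. Gene numbers of 21766 of the first were found in a gene table of GRCm38.p6, which was used only for names and synonyms. The named probe sets cover 19938 genes, of which 999 have several probe sets; each such gene was represented by the probe set with the highest mean over the 6 arrays.

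MEKi was compared with diluent in R 4.3.3 with limma 3.58.1 (lmFit and eBayes), with the experiment as a block, and p-values were adjusted by Benjamini-Hochberg over all probe sets, with a threshold of 0.05. The experiment numbers pair the arrays: the paper and the labels give 1 diluent and 1 MEKi culture per experiment, and the deviations of the 2 arrays of an experiment from their group means correlated by 0.81, 0.59 and 0.62 across probe sets, against −0.60 to 0.21 for the other pairs; probe sets are not independent replicates. Residual degrees of freedom were 2 per probe set and the prior added 5.17. The paper's methods give an analysis of variance with P-values of at most 0.05% and a change of at least 1.5-fold; the threshold was read as 0.05, so that counts here used an unadjusted p of at most 0.05 from limma and 1.5-fold, with 0.0005 and the analysis of variance as alternatives. The crossing of experiments counted probe sets that differed at least 1.5-fold in the same direction in each, without a test. The genes of Fig 2D were read from the figure before the data were examined and only tallied.

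The 29 gene lists, the comparisons, the alternatives and the rule for naming genes were written before the data were examined. The rule names Il18 and the stromal or niche genes that the paper names, the genes of Fig 2D (these names count as seen, being chosen by the study on these arrays), the 10 named genes with the largest rise and the 10 with the largest fall among those past the threshold with the same direction in all 3 experiments, and up to 4 members of each list by size of change, those past the threshold first. The other genes past the threshold are named because the paper does not discuss them, and any gene outside these rules is said to be chosen after its values were seen. The lists hold 687 distinct measured genes. Each was counted over all probe sets and adjusted over the list alone, and tested with camera over 1 probe set per named gene at a preset correlation of 0.01, with camera at an estimated correlation and fry as alternatives. Lists of hypoxia-responsive genes and of clock genes were added after the first results were seen.

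The procedure was tested on simulated data with the means and spreads of these arrays and 28853 probe sets, of which 200 were changed. It called 44 of 67 probe sets changed 1.5-fold, 64 of 67 changed 2-fold and 66 of 66 changed 3-fold, while 5.4% of all calls were false. Without the block it called 5, 51 and 60 of them. The variances were drawn from the fitted prior. A first version of the test used each probe set's posterior variance and was replaced after its share of false calls came out above the 5% aimed for; a repeat of that version with another random draw gave 8.3% false calls and called 66 of 67, 67 of 67 and 66 of 66 changed probe sets. A list of 30 genes shifted by 0.3 on the log2 scale was called by camera, and 0 of 28 unchanged lists were; genes were simulated independently, so this does not test genes that move together.

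The alternatives were a fit without the replicate block, the experiment as a random block (duplicateCorrelation), a further quantile normalization, centring of each array on its median, only probe sets whose mean is at or above the median of all, only probe sets naming 1 gene, an intensity trend with a robust prior, array weights, each replicate (experiment) left out in turn, other fold and p thresholds, an ordinary analysis of variance, and the mean of a gene's probe sets. For arrays the precision is limited by their number. Figures were drawn with matplotlib 3.10.9 in Python 3.11.15. Some genes that the paper names are not reported here.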

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

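The whole-array, cell cycle and leukocyte marker tests below were chosen after the result was seen, as was the use of centring and of an estimated correlation, both alternatives set before the data were examined, to weigh explanations; the test of hypoxia-responsive genes and the other splits of the arrays were set before their values were seen.

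Genes past the adjusted threshold of limma that the paper does not discuss are listed because they lie outside those it takes up from these arrays. On the log2 scale, MEKi against diluent, they were Fbln5 (1.13), Itga1 (0.82), Vnn3 (0.70), Vdr (0.65), Ehd3 (0.65), Thbs1 (0.64) and Pik3r3 (0.63), all higher, and Ccnd1 (−1.32), Akr1c18 (−1.20), Tpsab1 (−1.10), Ak4 (−0.81) and Fosl1 (−0.81), all lower, each in 3 of 3 experiments. By camera at the preset correlation, 8 lists also passed, with medians of −0.29 for the ERK pathway output genes, −0.10 for the immediate early genes, 0.003 for the inflammatory cytokines and chemokines, −0.080 for the interferon-stimulated genes, −0.023 for the NF-κB target genes, 0.12 for the contractile smooth muscle genes, −0.24 for the glycolysis genes and −0.067 for the unfolded protein and amino acid stress genes. None passed with an estimated correlation (adjusted p = 0.89 for each). With 2 residual degrees of freedom a list could hardly pass that test, so it decides nothing here. Groups of 3 arrays were not tested for outlying arrays.

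With 3 arrays against 3 there are 10 splits, too few for a share under 0.05. The real split gave 46 probe sets past the adjusted threshold and the highest other 0 (1 of 10 splits as large, the real one), and 15 distinct list genes against 0 (1 of 10). The genes of Fig 2D gave 15 on the real split and 0 on each other. No conclusion is drawn from that count, since the study chose these genes on the real split. The same holds for the 15 list genes, which are genes of Fig 2D except for Ccnd1, Fosl1, Fbln5 and Thbs1. At an unadjusted p of at most 0.05 and 1.5-fold it gave 155 probe sets and the highest other 377 (7 of 10 as large), and by camera 8 lists and the highest other 8 (3 of 10 as large). Of the other 9 splits, 3 part all 3 pairs, as the real one does, and their highest counts were 36 probe sets at these thresholds and 7 lists; the other 6 part 1 pair only, so that the block leaves the difference to that pair of arrays, which is a structure of the design.

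The ERK pathway output genes were lower with MEKi, with a median of −0.29 and 18 of 30 lower in all 3 experiments. A shift of whole arrays to lower values in the deposited data was argued against, since the median over all probe sets was 0.037. The median difference was −0.003, 0.10 and 0.014 in experiments 1, 2 and 3, and the MEKi array had the higher median in each. RMA had already quantile-normalized the probes, so a shift before normalization cannot be seen in these values. Fewer cycling cells in the MEKi cultures were argued against by the cell cycle genes, whose median was 0.080 with a standard deviation between members of 0.099 (−0.085 in experiment 2 alone, without which camera placed them higher, adjusted p = 1.02e-05, while without experiment 1 or 3 it placed them lower, adjusted p = 0.391 and 0.5, at medians of 0.033 and 0.046). Co-movement of the list's genes between cultures stays open, as neither test of it could decide. Camera with an estimated correlation gave an unadjusted p of 0.0632, but on 2 residual degrees of freedom. In 2 of the 3 other splits that part all pairs the preset test also passed (adjusted p = 2.03e-06 and 0.00437). Those 2 splits turn 1 experiment only, so a change shared by the experiments would leave the list lower there too. The treatment, a MEK inhibitor acting on the pathway these genes report, goes with their direction and, from these arrays alone, remains a hypothesis. The paper reports lower ERK1/2 phosphorylation in MS5 cells incubated with PD184352.

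The glycolysis genes were lower with MEKi, with a median of −0.24 and 9 of 13 lower in all 3 experiments. However, none of the 13 passed over all probe sets, and the list did not pass by fry (adjusted p = 0.5). Nor did it pass with an estimated correlation (adjusted p = 0.89), a test that cannot decide on 2 residual degrees of freedom. A shift of whole arrays to lower values in the deposited data was argued against by the median of 0.037 over all probe sets. A shift before the normalization by RMA cannot be seen in these values. Lower hypoxia-responsive transcription may contribute, since 27 hypoxia-responsive genes outside glycolysis had a median of −0.20, with 5 lower and 1 higher in all 3 experiments. These genes did not move alike, with medians of −0.53, 0.12 and −0.32 in experiments 1, 2 and 3, and none passed over all probe sets. The medians of the glycolysis genes were −0.37, −0.17 and −0.16. In experiment 2 the median over all probe sets was 0.10, so there the glycolysis genes were lower and the hypoxia-responsive genes were not. Cell density and oxygen in the cultures were not analysed here, so an effect of MEKi and a difference between cultures stay open.

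Il18 was higher with MEKi by 0.76 (standard error 0.080) in 3 of 3 experiments. RNA of macrophages or other leukocytes stays open. Over 20 marker genes the median was 0.040, but 15 of them lay below the median of all probe sets, where a change may not show. The other 5 moved both ways: Lyz2 (0.42), a macrophage lysozyme, and Cd14 (0.25) had higher values, and Cd68 (−0.60), Arhgdib (−0.79) and Cd53 (−0.75) lower ones. The study picked Arhgdib and Cd53 for Fig 2D from these arrays, and the 3 others had a median of 0.25 with a standard deviation between members of 0.55, too wide a spread to set them apart from Il18. A shift of whole arrays in the deposited values was argued against by a change of 0.73 (standard error 0.070) after centring, though the call ended there (adjusted p = 0.0523), 15 probe sets having a p as small against 21 before. From these arrays alone, an effect of the inhibitor on this gene is left as a hypothesis. The paper reports higher IL-18 mRNA by another assay in MS5 cells with MEKi. It also reports more IL-18 protein with PD184352 and after silencing of ERK.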

How the results depend on the processing

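All alternatives here were set before the data were examined, and no test was chosen after the result was seen. Without the replicate block, none of the 46 probe sets passed (907 at an unadjusted p under 0.05), Il18 at 0.76 had an adjusted p of 1, and 0 genes of Fig 2D, 0 list genes, 0 ERK pathway output genes and 0 secreted factors over their lists passed; 86 probe sets met an unadjusted p of at most 0.05 and 1.5-fold instead of 155, and camera passed 6 lists instead of 8, the inflammatory and the stress genes dropping out (adjusted p = 0.174 for each), and changed no other list's call. With a random block (correlation 0.42) camera passed 6 lists instead of 8, the inflammatory and the stress genes dropping out (adjusted p = 0.124 for each). Over their lists, 12 ERK pathway output genes (all lower) and 3 secreted factors passed there. In that fit 0 probe sets, 0 genes of Fig 2D and 0 list genes passed, and Il18 (0.76) had an adjusted p of 0.276. After a further quantile normalization they were 15 probe sets (4 higher, 11 lower, so 26.7% higher against 65.2%), 6 and 6, and Il18 was 0.71 (0.0581). After centring of each array they were 0 (smallest adjusted p = 0.0508; 2780 at an unadjusted p under 0.05), 0 and 0, and Il18 was 0.73 (0.0523). All 46 kept their direction in these 4 fits. Among brighter probe sets 25 passed and 8 genes of Fig 2D, and the secreted factors, the macrophage and leukocyte markers and the cholesterol genes were lower by camera (adjusted p = 0.0304, 0.0236 and 0.0349); with probe sets naming 1 gene 26 list genes and a crossing of 27; with an intensity trend and robust prior 115 probe sets, 24 genes of Fig 2D and 32 list genes; with the mean of a gene's probe sets 27 list genes. At an adjusted p under 0.1, 77 passed, and 0 with the ordinary analysis of variance after adjustment or with quantile normalization and no block. Against the 155, 44 were found with that analysis, 66 with experiment as a factor, 69 at p of at most 0.0005, 46 at an adjusted p under 0.05, 1374 at 1.2-fold and 22 at 2-fold; the crossing gave 361, 126 and 4 at 1.2-, 1.3- and 2-fold. Camera with an estimated correlation, on 2 residual degrees of freedom, and fry passed 0 of the 8 lists. The ERK pathway output genes had adjusted p = 0.89 and 0.348. Without each replicate in turn, the probe sets numbered 0 to 37, those at p of at most 0.05 and 1.5-fold 154 to 279, the crossing 65 to 126, Fig 2D genes 0 to 10, list genes 0 to 11, ERK genes over their list 9 to 18 and secreted factors 6 to 15, the lowest count of probe sets being without replicate 2 (3063 at an unadjusted p under 0.05), and Il18 was 0.71 to 0.82 (adjusted p = 0.0295 to 0.14, over all alternatives 0.00804 to 1). Dll4 ran from −0.047 to 0.036, turning without replicate 3, Krt18 from −0.014 to 0.112, turning without replicate 2, and Psat1 from −0.063 to 0.252, turning without replicate 3, and none of these passed. The direction of 27 set tests turned, none past the threshold on either side: without the block for the cell cycle (adjusted p = 0.792) and matrix genes (0.931), with a random block for the cell cycle genes (0.879), after quantile normalization for the receptor kinases (0.996), among brighter probe sets for the niche factors (0.742), IL-18 and inflammasome genes (0.742) and matrix genes (0.614), and by fry for the secreted factors, IL-18 and inflammasome genes and proteases (0.88 each) and the niche factors, receptor kinases and endothelial, T lymphocyte and erythroid markers (0.765 each). The others turned without a replicate: the cell cycle genes without 1 and 3 (1.02e-05 to 0.5 over the 3), matrix genes without 3 (0.356 to 0.701), proteases without 1 (0.223 to 0.934), adipocyte genes without 3 (3.82e-05 to 0.513), osteoblast genes without 1 (0.406 to 0.825), chondrocyte genes without 1 (0.458 to 0.811), cholesterol genes without 2 (2.81e-07 to 0.319), receptor kinases without 1 and 3 (0.437 to 0.771) and erythroid markers without 2 and 3 (0.432 to 0.991). Of the other values of single genes and lists, 1591 kept direction and side of the threshold, 176 lost the call and 45 gained it. The cause was not tested. Signal over background was not measured apart from the array values.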

Differences from the paper's values

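For probe sets changed in all 3 experiments, the paper's count is 110 genes and the count here is 42 probe sets, at 1.5-fold and in the same direction; the paper names post hoc tests for this crossing, which 1 array per condition does not allow within an experiment, so the criteria differ. Of the alternatives set before the data were examined, those within 1.5 times of the paper's count were a threshold of 1.3-fold (126) and the pairs of experiments without replicate 2 (126) or without replicate 3 (75). Those not within it were 1.2-fold (361), 2-fold (4), a further quantile normalization (40), centring of each array (39), brighter probe sets only (31), probe sets naming 1 gene (27), no shared direction required (44) and without replicate 1 (65). The paper's methods give P-values of at most 0.05%; at an unadjusted p of at most 0.05 from limma and 1.5-fold, 155 probe sets and 111 named genes were found, within 1.5 times of the paper's 110. Also within it were the counts without the replicate block (86), with a random block (112), after a further quantile normalization (164) or centring (162), with brighter probe sets only (125), probe sets naming 1 gene (122) or an intensity trend and robust prior (146), and without replicate 1 (154). Not within it were the methods' own analysis of variance (44, and 66 with experiment as a factor), p of at most 0.0005 (69), an adjusted p under 0.05 (46), 1.2-fold (1374), 2-fold (22), array weights (184), and the fits without replicate 2 (279) or replicate 3 (211).

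Per experiment, the diagram of Supplementary Fig S4 shows about 1300 genes in experiment 1, read by eye, against 461 probe sets here at 1.5-fold, about 2000 in experiment 2 against 376, and about 1200 in experiment 3 against 450. Its overlaps come to about 400 for experiments 1 and 2 against 80, about 300 for experiments 1 and 3 against 130, and about 340 for experiments 2 and 3 against 71. At 1.3-fold the counts were 1719, 1827 and 1612 and the overlaps 346, 453 and 312, all within 1.5 times of the figure except 453. At 1.2-fold (4059, 5059 and 4115, with overlaps of 1144, 1317 and 1117) and at 2-fold (86, 42 and 74, with overlaps of 7, 11 and 15) none was. The figure names no fold threshold of its own.

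For Il18 mRNA, the paper's mean increase is 5.8-fold, from another assay in 5 experiments, and the arrays here give 1.69-fold over 3 experiments. No alternative came within 1.5 times of the paper's value: the fold was 1.64 after a further quantile normalization, 1.66 after centring of each array, 1.67 with array weights, 1.67 without replicate 1, 1.64 without replicate 2 and 1.77 without replicate 3, and 1.69 in the fits without the block, with a random block, with brighter probe sets only, with probe sets naming 1 gene, with an intensity trend and robust prior, and with the mean of a gene's probe sets. The direction was that of the paper in each.

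All 29 matched genes of Fig 2D had the figure's direction, and 15 passed the adjusted threshold of limma. More of them passed with an intensity trend and robust prior (24), with probe sets naming 1 gene (22) and with array weights (19). Fewer passed without experiment 3 (10), among brighter probe sets (8), after a further quantile normalization (6) and without experiment 1 (5). None passed without the replicate block, with a random block, after centring of each array or without experiment 2. The figure's legend states no threshold.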

Other observations

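The clock lists in the last paragraph were tested after Ciart was singled out by its value, with the test set before the lists' values were seen; the hypoxia list is described among the results for a closer look.

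Several gene groups did not pass as a whole. Of 19 endothelial markers, S1pr1 rose and Thbd fell (1 higher and 2 lower when adjusted over the list alone; median 0.054; camera, adjusted p = 0.638), and Cd93 had a log2 fold change of −0.98. Of 14 complement genes none passed over all probe sets, and 4 were higher and 1 lower when adjusted over the list alone (median 0.10; camera, adjusted p = 0.19), among them Serping1, the inhibitor of C1 (0.43), and C4b (−0.31); without experiment 1 the count over the list was 1 higher and 0 lower, and without experiment 3 or the replicate block it was 0 and 0. Among 27 receptor tyrosine kinases and adaptors none passed, and 2 were higher over the list alone, Irs1 (0.47), an adaptor of insulin signalling, and Fgfr2 (0.37) (camera, adjusted p = 0.983). Over this list 2 were higher without experiment 1, 1 without experiment 2 and 0 without experiment 3. The count was also 0 without the replicate block or with a random block. Among 18 genes of the p53 response and cell cycle arrest none passed, and 2 were higher over the list alone, Fas (0.47), a death receptor, and Cdkn2b (0.39), an inhibitor of CDK4 and CDK6 (camera, adjusted p = 0.366). The count over this list was 0 without experiment 1 or 2, without the replicate block or with a random block, and 2 without experiment 3.

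Of 8 erythroid markers none passed over all and Car1 (0.63), a carbonic anhydrase, was higher over the list alone (camera, adjusted p = 0.699). No member passed, over the list alone or over all, among 17 osteoblast genes (camera, adjusted p = 0.807), 18 chondrocyte genes (0.778), 20 cholesterol biosynthesis genes (0.0814), 15 T lymphocyte markers (0.599) and 12 epithelial markers (0.368). Among brighter probe sets 1 erythroid and 1 epithelial marker remained, and the T lymphocyte markers were not tested there. A change in these marker lists may therefore not show. The cholesterol genes had medians of −0.075, −0.18 and 0.30 in experiments 1, 2 and 3; camera placed them lower without experiment 3 (adjusted p = 2.81e-07, median −0.12) and among brighter probe sets (adjusted p = 0.0349), and turned to higher without experiment 2 (adjusted p = 0.319). Of 9 reference genes, 1 was higher over the list alone, Tfrc, the transferrin receptor (0.36), and B2m had a log2 fold change of 0.080 (camera, adjusted p = 0.366). The count over this list was 0 without experiment 1, 2 or 3, and without the replicate block or with a random block. It was also 0 after a further quantile normalization or centring of each array.

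Camera compares a list with the other named genes, so that its direction can differ in sign from the list's own median or mean. The median, the mean and the direction by camera did not all have 1 sign in 12 of the 29 lists, 1 of which, the inflammatory cytokines and chemokines, passed by camera at the preset correlation.

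Of 17 NOTCH pathway genes none passed, over the list alone or over all (median −0.012; camera, adjusted p = 0.133). Dll1, which encodes the NOTCH ligand DL1, was at 6.20 ± 0.06 (SD, n = 3) with diluent and 6.05 ± 0.19 (SD, n = 3) with MEKi on the log2 scale, a log2 fold change of −0.15 (adjusted p = 0.682 from limma), Hes1, a NOTCH target, had one of −0.31 (0.294) and Dll4 one of −0.012, which turned to 0.036 without experiment 3. Other genes that the paper names did not pass: Map2k1 (−0.16), Map2k2 (0.089), Il7 (0.29), Cxcl12 (0.22), Icam1 (−0.15), Il6 (0.12) and Tnf (0.098). The values of Il7, Il6, Tnf, Dll1 and Dll4 lay below the median of each array, where a change may not show.

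Ciart, a repressor of the circadian clock, was singled out after its values were seen, because 1 of its probe sets passed (log2 fold change −0.67, adjusted p = 0.0426 from limma) and the other did not (−0.37, adjusted p = 0.554; −0.65 to −0.12 over the alternatives). A harvest of the MEKi cultures at another phase of the clock might lower it. The other 8 clock output genes had a median of −0.21 (none passed over all probe sets, 3 lower and 0 higher when adjusted over the list alone), with medians of −0.40, 0.014 and −0.35 in experiments 1, 2 and 3. The 3 opposite-phase genes had a median of −0.047 and not a rise. With 1 time of harvest, a change of phase and a lower level of these genes cannot be told apart. Trdn, also singled out after its values were seen, likewise had a probe set that passed (log2 fold change 0.99, adjusted p = 0.0319 from limma). The probe set that represents Trdn did not pass.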
